# LSD1 inhibition sustains T cell invigoration with a durable response to PD-1 blockade

**DOI:** 10.1038/s41467-021-27179-7

**Published:** 2021-11-24

**Authors:** Yi Liu, Brian Debo, Mingfeng Li, Zhennan Shi, Wanqiang Sheng, Yang Shi

**Keywords:** Tumour immunology, Epigenetics

## Abstract

Exhausted CD8^+^ T cells are key targets of immune checkpoint blockade therapy and their ineffective reinvigoration limits the durable benefit in some cancer patients. Here, we demonstrate that histone demethylase LSD1 acts to enforce an epigenetic program in progenitor exhausted CD8^+^ T cells to antagonize the TCF1-mediated progenitor maintenance and to promote terminal differentiation. Consequently, genetic perturbation or small molecules targeting LSD1 increases the persistence of the progenitor exhausted CD8^+^ T cells, which provide a sustained source for the proliferative conversion to numerically larger terminally exhausted T cells with tumor-killing cytotoxicity, thereby leading to effective and durable responses to anti-PD1 therapy. Collectively, our findings provide important insights into epigenetic mechanisms that regulate T cell exhaustion and have important implications for durable immunotherapy.

## Abstract (web summary)

Dynamic changes in chromatin landscape affect CD8^+^ T cell phenotype and function in chronic infections and cancer. Here the authors show that targeting the histone demethylase LSD1 increases the persistence of progenitor exhausted CD8^+^ T cells, improving response to immune checkpoint blockade in preclinical cancer models.

## Introduction

Immune checkpoint blockade, exemplified by using PD-1 blocking antibodies, has shown remarkable clinical success^1,2^. However, a majority of cancer patients have not benefited from this therapy to date. Notably, some cancer patients who initially respond to anti-PD-1 therapy develop tumor progression after a period of time in spite of continuous treatment^1,3^, highlighting the importance of improving T cell response to PD-1 blockade. The prolonged stimulation of T cell receptor (TCR) by cognate antigens drives CD8^+^ T cell exhaustion, which is maintained by the interaction between the high-level of PD-1 in T cells and PD-L1 in tumors^2,4,5^. The use of PD-1 blocking antibodies has been shown to abrogate this inhibitory effect and reinvigorate the exhausted T cells^2,4^. However, the molecular mechanisms leading to T cell exhaustion and to what extent exhausted T cells can be reinvigorated remain incompletely understood. Recently, in chronic viral infections and cancer^6–8^, exhausted CD8^+^ T cells have been defined to include at least two distinct subsets - a progenitor subset expressing an intermediate level of PD-1 and the transcription factor TCF1 (PD-1^int^TCF1^+^), and a more differentiated subset lacking TCF1 while expressing a high level of PD-1 (PD-1^hi^TCF1^-^) that contains the terminally exhausted cells^9–13^. The progenitor exhausted CD8^+^ T cells retain higher proliferation capacity and better ability to produce cytokines, and can maintain self-renewal while continuously giving rise to numerically more differentiated cells that have stronger cytotoxicity, but are increasingly prone to apoptosis^2,4^. In line with these properties, the progenitor exhausted CD8^+^ T cells have been reported as the prominent determinant of effective responses to PD-1 blockade^6,8,9,13^. Indeed, in melanoma patients receiving anti-PD-1 treatment, the frequency of intratumoral TCF1^+^ progenitor CD8^+^ T cells is correlated with positive outcomes^7^. Since proliferation of the progenitor exhausted CD8^+^ T cells in response to TCR stimulation and PD-1 blockade progressively leads to their conversion to terminally exhausted phenotype^2^, approaches to maintain or expand the progenitor subset of exhausted CD8^+^ T cells may help sustain anti-tumor response induced by anti-PD-1 therapy. In support of this hypothesis, the duration of response in melanoma patients who respond to anti-PD-1 treatment is positively correlated with the frequency of progenitor exhausted CD8^+^ T cells^6^. Thus, understanding the mechanisms that control progenitor exhausted CD8^+^ T cell generation, maintenance, and differentiation to a terminal exhaustion state is of particular importance for predicting tumor response to anti-PD-1 treatment and for enhancing the treatment efficacy.

Massive changes occur in chromatin landscape when CD8^+^ T cells become exhausted in chronic viral infections and cancer^6,14–17^. Chromatin modifications have the potential to efficiently and stably silence relevant genes to create a barrier, which prevents the reinvigoration of exhausted CD8^+^ T cells in response to PD-1 blockade. Indeed, the de novo DNA methyltransferase, DNMT3A, has been reported to mediate DNA methylation and transcriptional silencing of both cytotoxicity- and self-renewal-related genes in exhausted CD8^+^ T cells, and the methylation status remains largely stable even upon anti-PD-L1 treatment^18^. In addition, histone methyltransferase EZH2 has also been reported to regulate CD8^+^ T cell differentiation and function in viral infections or cancer^19–22^, but the impact of perturbing T cell-intrinsic EZH2 on T cell response to PD-1 blockade remains unclear. While a number of transcription factors, including TOX, T-bet, and Nr4A, have been discovered to regulate T cell exhaustion^23–29^, chromatin regulatory mechanisms in T cell exhaustion have not been fully explored. The identification and characterization of new epigenetic regulators in T cell exhaustion could uncover potential druggable targets for therapeutic intervention to potentiate the effectiveness and sustainability of PD-1 blockade therapy.

In this study, we identify histone demethylase LSD1 as an important modulator of T cell exhaustion in cancer. LSD1 loss in T cells expands the pool size of the progenitor subset of exhausted CD8^+^ T cells in a variety of mouse tumor models. Mechanistically, we demonstrate that LSD1 physically interacts with the long isoform of TCF1 and antagonizes its transcriptional activity. Consequently, LSD1 inhibition augments the transcriptional network controlled by TCF1 essential for maintaining the progenitor phenotype. In response to PD-1 blocking antibodies, the increased pool of progenitor exhausted CD8^+^ T cells caused by LSD1 inhibition provides a sustained source for the conversion to more differentiated T cells with stronger tumor-killing cytotoxicity, which enables a long-lasting response to anti-PD-1 treatment.

## Results

### LSD1 modulates T cell immunity depending on tumor context

To investigate the role of LSD1 in T cell immunity in the cancer context, we generated T cell-specific *Lsd1* knockout (*Cd4-Cre*^*+*^*Lsd1*^*f/f*^) mice, which showed largely unaltered αβ T cell development (Supplementary Fig. 1a–c) and displayed an increased central memory phenotype of T cells in peripheral lymphoid organs (Supplementary Fig. 1d–l). We subcutaneously inoculated syngeneic tumors in the *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ and littermate control mice and found that LSD1 depletion in T cells affected tumor growth variably across tumor models. We observed markedly suppressed growth of MC38 colon carcinoma and TRAMP-C2 prostate adenocarcinoma in contrast to significantly accelerated growth of B16/F10 melanoma, when LSD1 was depleted in T cells (Fig. 1a, b and Supplementary Fig. 2a, b). Interestingly, when a foreign antigen Ovalbumin (OVA) was introduced into B16/F10 cells, this tumor growth acceleration was diminished (Supplementary Fig. 2c), suggesting that tumor immunogenicity could be one of the factors that dictate the anti-tumor or pro-tumor effect of T cell-intrinsic LSD1 depletion. For the following study, we mainly focused on the immunogenic MC38 tumor model, and in some instances also the TRAMP-C2 model, to elucidate the T-cell intrinsic role of LSD1 in antitumor T cell immunity.

**Fig. 1:**
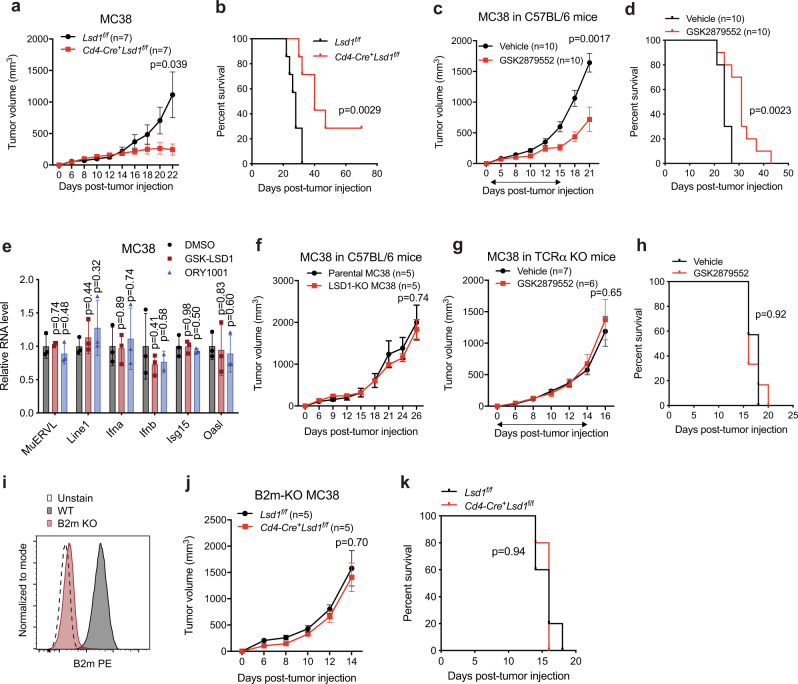
LSD1 inhibition in T cells enhances antitumor immunity in MC38 tumor model. **a**, **b** Tumor growth (**a**) and survival curves (**b**) of *Lsd1*^*f/f*^ and *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice subcutaneously inoculated with MC38 tumor cells (*n* = 7 per group). **c**, **d** Tumor growth (**c**) and survival curves (**d**) of wildtype mice inoculated with MC38 tumor cells and treated with LSD1 inhibitor GSK2879552 or vehicle control daily for 2 weeks (arrow line). **e** The real-time qPCR analysis of IFN-related genes in cultured MC38 cells treated with 2 μM GSK-LSD1, 0.5 μM ORY1001 or vehicle control for 5 days (*n* = 3). **f** Tumor growth curves of wildtype mice inoculated with wildtype parental or Lsd1 KO MC38 tumor cells. **g**, **h** Tumor growth (**g**) and survival curves (**h**) of TCRα KO mice inoculated with wildtype MC38 tumor cells and treated with GSK2879552 or vehicle control daily for 2 weeks (arrow line, vehicle group, *n* = 7; GSK2879552 group, *n* = 6). **i** Flow cytometry analysis of B2m expression by WT and B2m KO MC38 cells. **j**, **k** Tumor growth (**j**) and survival curves (**k**) of *Lsd1*^*f/f*^ and *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice inoculated with B2m KO MC38 tumor cells (*n* = 5 per group). Data represent two independent experiments and are presented as mean ± SEM (standard error of the mean, **a**, **c**, **f**, **g**, **j**) or mean ± SD (standard deviation, **e**). Sample sizes are as indicated. Statistical significance was determined by two-sided unpaired t test (**a**, **c**, **e**–**g,** **j**) or log-rank test (**b**, **d**, **h**, **k**). Source data are provided as a Source data file.

To complement the genetic finding in MC38 tumor model, we treated wildtype mice with the LSD1 chemical inhibitor, GSK2879552^30^, daily for two weeks and found that this inhibitor acted similarly as *Lsd1* genetic ablation, albeit less profoundly, in suppressing tumor growth (Fig. 1c, d). Since our previous study identified an antitumor immune stimulatory effect caused by LSD1 inhibition-induced type I interferon activation in poorly immunogenic tumor models such as B16/F10 and D4m.3A^31^, we next sought to determine whether this anti-tumor effect of GSK2879552 came from LSD1 inhibition in tumor or immune cells. Unlike B16/F10 melanoma cells, we found no evidence of interferon pathway activation in MC38 cells treated with LSD1 chemical inhibitors such as GSK-LSD1, which is a tool compound of GSK2879552, and ORY1001 (Fig. 1e). Consistently, MC38 tumors with *Lsd1* genetic ablation grew similarly as wildtype tumors when implanted in immunocompetent mice (Fig. 1f). Given that specifically targeting LSD1 in MC38 tumor cells had no significant impact on tumor growth in mice with an intact immune system, these findings point to the importance of GSK2879552 on immune cells. To investigate this further, we used T cell receptor α (TCRα) knockout mice, which are deficient in CD4^+^ and CD8^+^ αβ T cells, and treated tumor-bearing mice with GSK2879552 as aforementioned. We found GSK2879552 failed to suppress MC38 tumor growth in TCRα KO mice (Fig. 1g, h), suggesting that GSK2879552 acts on LSD1 in T cells to augment the antitumor effect, similar to the impact of T cell-specific LSD1 depletion, in certain tumors.

### LSD1-deficient CD8^+^ T cells demonstrate sustained tumor infiltration, which accounts for the extended tumor growth control

Cytotoxic CD8^+^ T cells play a central role in antitumor immunity^32,33^. We hypothesized that CD8^+^ T cells mediated the antitumor effect resulting from T cell-specific LSD1 depletion in MC38 tumor model. To interrogate this possibility, we deleted the *B2m* gene, which encodes an essential component of the major histocompatibility complex class I (MHC-I)^33^, to abolish tumor antigen recognition by CD8^+^ T cells. We confirmed the loss of B2m on MC38 cell surface by flow cytometry (Fig. 1i), and then implanted B2m-deficient tumors into *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice or littermate controls to monitor tumor growth. Unlike wildtype tumors (Fig. 1a, b), B2m-deficient MC38 tumors showed indistinguishable growth kinetics in these two groups of mice (Fig. 1j, k), demonstrating that tumor cell recognition by CD8^+^ T cells is essential for the antitumor effect caused by T cell-specific LSD1 depletion. Thus, these results suggest that inhibition of LSD1 in CD8^+^ T cells potentiates their antitumor ability against certain tumors.

We next investigated how CD8^+^ T cell immunity in response to tumor growth was regulated by LSD1. The analysis of MC38 tumor growth kinetics suggested that tumor growth can be divided into two stages, an earlier slow growth stage (before day 14) and a later accelerated growth stage (post day 14) (Fig. 1a), which was similarly observed in the TRAMP-C2 tumor model (Supplementary Fig. 2a). Notably, the tumor growth suppression in the *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice began to appear only when growth in wildtype mice had already entered the acceleration stage (Fig. 1a). To elucidate the immunologic basis underlying this phenotype, we analyzed tumor-infiltrating leukocytes (TILs) from MC38 tumor-bearing *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice and littermate controls at two time points (day 12 and day 18), corresponding to the two stages, which allowed for intra-group longitudinal comparisons as well as inter-group comparisons. In the control *Lsd1*^*f/f*^ mice, antitumor immune populations including CD8^+^ T cells and natural killer (NK) cells did not show noticeable changes in frequencies or cell numbers when tumors grew from day 12 to day 18 (Fig. 2a, b). Instead, the infiltration of myeloid-derived suppressor cells (MDSCs) was significantly elevated (Fig. 2a, b), in association with the accelerated tumor growth. When LSD1 was depleted in T cells, the infiltration of CD8^+^ TILs remained largely unaltered at the earlier growth stage (day 12), but it was drastically increased at the later time point (day 18) (Fig. 2a, b), making the ratio of CD8^+^ TILs cell number over MDSCs significantly higher in the *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice than that in the littermate controls (Fig. 2c).

**Fig. 2:**
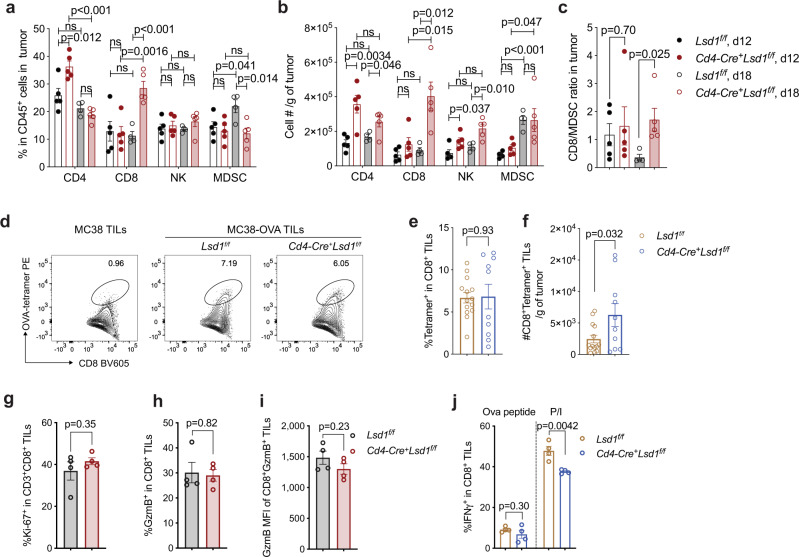
LSD1 depletion results in sustained tumor infiltration of CD8^+^ T cells. **a**, **b** Frequencies of tumor-infiltrating CD3^+^CD4^+^ T cells, CD3^+^CD8^+^ T cells, CD3^-^CD49b^+^ natural killer (NK) cells and CD11b^+^Gr1^+^ myeloid-derived suppressor cells (MDSCs) among gated CD45^+^ leukocytes (**a**) and cell numbers per gram of tumor (**b**) analyzed by flow cytometry on day 12 and 18 after MC38 tumor implantation in *Lsd1*^*f/f*^ and *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice (*Lsd1*^*f/f*^ d12 group, *n* = 5; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ d12 group, *n* = 5; *Lsd1*^*f/f*^ d18 group, *n* = 4; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ d18 group, *n* = 5). **c** Calculated ratios of intratumoral CD8^+^ T cell number over MDSCs (*n* = 5, 5, 4, or 5, respectively). **d**–**f** Representative flow plots (**d**), percentages (**e**) and cell numbers (**f**) of CD8^+^Tetramer^+^ TILs in implanted MC38-OVA tumors analyzed by flow cytometry on day 18 (*Lsd1*^*f/f*^ group, *n* = 14; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ group, *n* = 10). **g**–**i** Frequencies of Ki-67-expressing CD8^+^ TILs (**g**), frequencies (**h**) and mean fluorescence intensity (MFI, **i**) of GzmB-expressing CD8^+^ TILs analyzed by flow cytometry on day 18 after MC38 tumor implantation (*n* = 4 per group). **j** IFN-γ expression by MC38-OVA tumor-infiltrating CD8^+^ TILs analyzed by flow cytometry after stimulation with OVA_257-264_ peptides or PMA/Ionomycin (P/I) in the presence of GolgiPlug (*n* = 4 per group). Data represent two independent experiments (**a**–**c**, **g**–**j**) or are pooled from three independent experiments (**e**, **f**) and are presented as mean ± SEM (**a**–**j**). Each dot on the graphs represents an individual mouse. Sample sizes are as indicated. Statistical significance was determined by two-sided unpaired *t* test; ns, not significant (**a**–**j**). Source data are provided as a Source data file.

Using Ovalbumin-expressing MC38 tumors (MC38-OVA) and tetramer staining, we found that the percentage of OVA-specific T cells among total CD8^+^ TILs was comparable between these two groups of mice (Fig. 2d, e). Thus, tumor antigen-specific T cells were correspondingly expanded along with the increased total CD8^+^ TILs in response to LSD1 depletion on day 18 (Fig. 2f). In addition, although the total number of CD8^+^ T cells in tumor-draining lymph nodes (TdLNs) was reduced by LSD1 depletion (Supplementary Fig. 3a–d), OVA-specific CD8^+^ T cells in TdLNs were numerically comparable between the two groups of mice carrying MC38-OVA tumors (Supplementary Fig. 3e, f), suggesting CD8^+^ T cell priming in response to the tumor growth is mostly unaffected by LSD1 depletion. As aforementioned, LSD1-competent and -deficient CD8^+^ T cell infiltration was comparable on day 12 (Fig. 2a, b), suggesting that CD8^+^ T cell recruitment to the tumor sites is also unlikely affected by LSD1 depletion, at least at the earlier stage. Thus, we speculated that LSD1 depletion may enhance the local expansion of CD8^+^ TILs after their recruitment into the tumor microenvironment (TME), and this speculation is consistent with the recent studies demonstrating the importance of intratumoral CD8^+^ T cell expansion in tumor control in response to a variety of stimuli^7,8,34^. The effector function of MC38 tumor-infiltrating CD8^+^ T cells, however, appeared largely unaffected as we detected no overt changes in Ki-67 and granzyme B (GzmB) expression and only a modest reduction of IFN-γ expression upon LSD1 depletion (Fig. 2g–j). Taken together, our data suggest that loss of LSD1 in T cells improves the antitumor effect through elevating intratumoral CD8^+^ T cell accumulation, potentially mediated by their local expansion.

### LSD1 loss promotes intratumoral CD8^+^ T cell expansion

To examine the local expansion of CD8^+^ T cells in the TME and its regulation by LSD1, we implanted MC38 tumors in *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice and littermate controls for 12 days to allow initial T cell infiltration in comparable numbers and then treated those mice with FTY720, a S1P receptor agonist that can block additional T cell recruitment from lymph nodes to tumor sites (Fig. 3a). FTY720 administration effectively blocked T cell egress (Fig. 3b), and brought down the number of CD8^+^ TILs compared with vehicle control in *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice (Fig. 3c). In line with this, the inhibition of continued T cell recruitment attenuated the antitumor effect of LSD1 depletion (Fig. 3d). Nevertheless, LSD1-deficient CD8^+^ TILs still showed a significantly higher cell number than wildtype CD8^+^ TILs in response to FTY720 treatment (Fig. 3c). These results suggest that, while continued CD8^+^ T cell recruitment is a critical basis for antitumor immunity, LSD1 depletion acts on the recruited CD8^+^ T cells to enhance their intratumoral expansion. Whether LSD1 depletion also promoted CD8^+^ T cell recruitment particularly at the later stage of tumor growth remained to be further addressed.

**Fig. 3:**
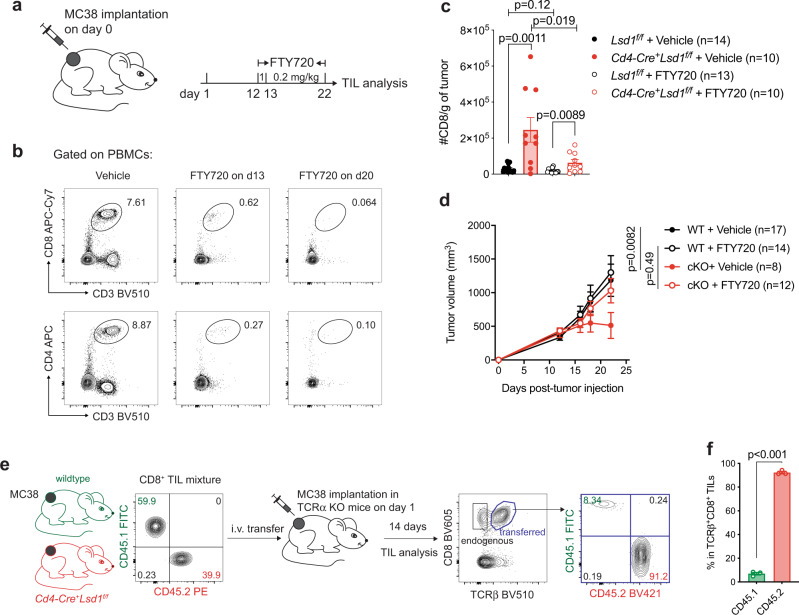
LSD1 loss promotes intratumoral CD8^+^ T cell persistence. **a** Experimental design of administering FTY720 to block T cell egress. **b** Representative flow plots showing frequencies of CD4^+^ and CD8^+^ T cells in PBMCs of mice receiving FTY720 or vehicle. **c** Cell numbers of CD8^+^ TILs on day 22. **d** Tumor growth curves of WT and *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ (cKO) mice implanted with MC38 tumors and treated with FTY720 or vehicle. **e** Experimental design of CD8^+^ TILs co-transfer and assessment of intratumoral persistence. **f** Frequencies of CD45.1^+^ wildtype and CD45.2^+^ LSD1-deficient cells among transferred TCRβ^+^CD8^+^ TILs (*n* = 3 per group). Data are pooled from two experiments and presented as mean ± SEM (**c**, **d**, **f**). Sample sizes are as indicated. Statistical significance was determined by two-sided unpaired *t* test (**c**, **f**) or two-way ANOVA (**d**). Source data are provided as a Source data file.

To further evaluate the expansion ability of tumor-resident CD8^+^ T cells with or without LSD1, we isolated CD8^+^ TILs from MC38 tumor-bearing *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ (CD45.2^+^) and congenic wildtype (CD45.1^+^) mice and co-transferred those cells into TCRα KO recipient mice receiving MC38 tumors, followed by TIL analysis 14 days later (Fig. 3e). Among the transferred CD8^+^ TILs (TCRβ^+^), LSD1-deficient cells drastically exceeded wildtype cells in numbers, despite the fact that similar numbers of cells were co-transferred (Fig. 3f), again supporting that the intratumoral CD8^+^ T cells lacking LSD1 acquired better expansion capability.

### LSD1 depletion preserves the TCF1^+^PD-1^int^ progenitor subset of exhausted CD8^+^ T cells in the TME

What is the biological basis that underlies the sustained expansion of LSD1-deficient CD8^+^ TILs? Recent studies have documented that among exhausted CD8^+^ T cells, the progenitor CD8^+^ T cells co-expressing PD-1 at an intermediate level (PD-1^int^) and TCF1 (encoded by *Tcf7* gene) essentially sustain intratumoral T cell expansion through self-renewing while continuously giving rise to numerically larger TCF1-negative, more differentiated cells^6,8^. In line with those reports, we showed that isolated CD8^+^ TILs with the PD-1^int^ phenotype, when adoptively transferred into MC38 tumor-bearing mice, retained a limited but detectable number of TCF1^+^PD-1^int^ cells in the TME, while converting into numerically more TCF1^-^PD-1^hi^ cells than did transferred PD-1^hi^ cells (Supplementary Fig. 4a–g). We thus set out to examine whether the progenitor exhausted CD8^+^ T cells were possibly regulated by LSD1. PD-1 expression, which is induced and sustained by chronic antigen stimulation^2^, was activated in both wildtype and LSD1-deficient CD8^+^ TILs (Fig. 4a). Although similar frequencies of PD-1^+^ cells were detected (Fig. 4a), the cell surface PD-1 protein in LSD1-deficient CD8^+^ TILs was expressed at a significantly lower level compared with that in wildtype CD8^+^ TILs of MC38 tumors (Fig. 4b). Among wildtype CD8^+^ TILs, TCF1^+^PD-1^int^ cells represented a subset much smaller than PD1^hi^ cells, which by and large lost TCF1 expression (TCF1^-^PD-1^hi^) (Fig. 4c–e). When LSD1 was depleted in T cells, we found the percentage of TCF1^+^PD-1^int^ cells significantly increased while the percentage of TCF1^-^PD-1^hi^ cells correspondingly decreased compared with their wildtype counterparts on both day 12 and 18 (Fig. 4d). Importantly, a larger cellular expansion of TCF1^+^PD-1^int^ TILs from day 12 to day 18 was observed when LSD1 was abrogated, which was associated with a greater expansion of the TCF1^-^PD-1^hi^ TILs, resulting in increased absolute cell numbers for both the TCF1^+^PD-1^int^ and TCF1^-^PD-1^hi^ subsets in the absence of LSD1 (Fig. 4e). In contrast, the TCF1^+^PD-1^hi^ subset was not elevated by LSD1 depletion (Fig. 4d, e), thus unlikely responsible for the increased expansion of LSD1-deficient CD8^+^ TILs, even though this subset might also contain the progenitor exhausted CD8^+^ T cells. Using MC38-OVA and tetramer staining, we further showed that tumor antigen-specific CD8^+^ TILs consistently displayed an elevated TCF1^+^PD-1^int^ subset in response to LSD1 loss (Fig. 4f), while in TdLNs, TCF1^+^PD-1^int^ subset remained numerically unaltered (Supplementary Fig. 5a–c). When T cell recruitment was blocked by FTY720 treatment starting on day 12 post tumor implantation, the TCF1^+^PD-1^int^ subset of LSD1-deficient CD8^+^ TILs appeared to be preferentially decreased to a level comparable to that of the WT counterpart in the next 10 days, while expectedly giving rise to numerically more TCF1^-^PD-1^hi^ cells than the WT counterpart (Supplementary Fig. 6a–c). Collectively, the TCF1^+^PD-1^int^ subset of exhausted CD8^+^ TILs seem to gain a stronger, but nonetheless limited, expansion ability upon LSD1 depletion, which, therefore, also underscores the need and importance of constant replenishment from TdLNs.

**Fig. 4:**
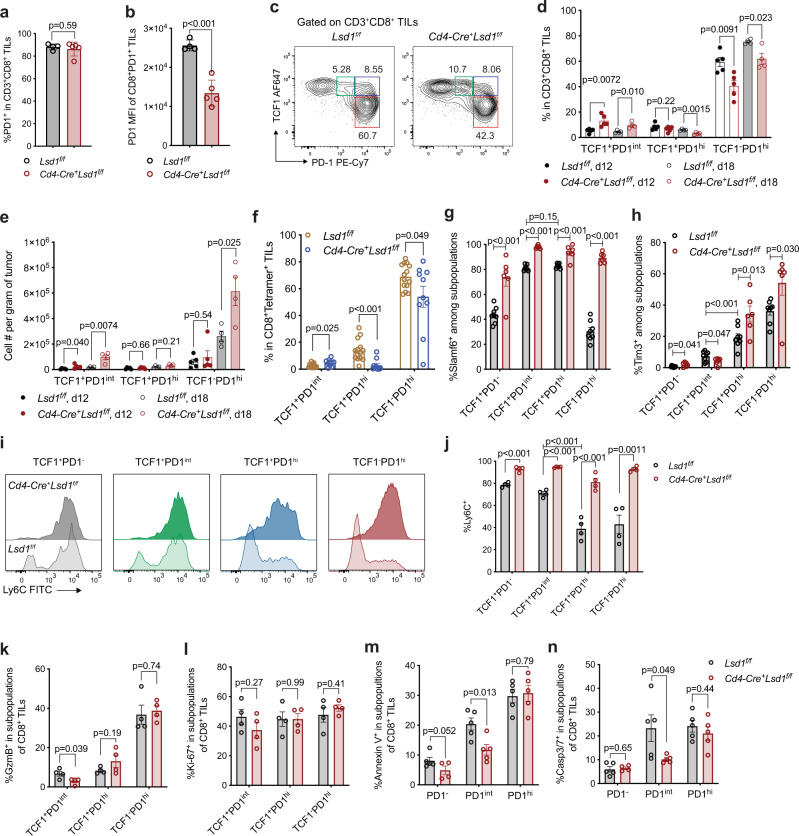
LSD1 depletion preserves intratumoral TCF1^+^PD-1^int^ progenitor exhausted CD8^+^ T cells. **a**, **b** Frequencies (**a**) and PD-1 MFI (**b**) of CD8^+^PD-1^+^ TILs on day 18 after MC38 tumor implantation (*Lsd1*^*f/f*^ group, *n* = 4; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ group, *n* = 5). **c**–**e** Representative flow plots (**c**), percentages (**d**) and cell numbers (**e**) of TCF1^+^PD-1^int^, TCF1^+^PD-1^hi^ and TCF1^-^PD-1^hi^ cells in CD8^+^ TILs analyzed by flow cytometry on day 12 and 18 after MC38 tumor implantation (*Lsd1*^*f/f*^ d12 group, *n* = 5; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ d12 group, *n* = 5; *Lsd1*^*f/f*^ d18 group, *n* = 4; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ d18 group, *n* = 4). **f** Percentages of TCF1^+^PD-1^int^, TCF1^+^PD-1^hi^ and TCF1^-^PD-1^hi^ cells in CD8^+^Tetramer^+^ TILs on day 18 after MC38-OVA tumor implantation (*Lsd1*^*f/f*^ group, *n* = 14; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ group, *n* = 10). **g**, **h**, Slamf6 (**g**) and Tim3 (**h**) expression by different subpopulations of CD8^+^ TILs analyzed by flow cytometry (*Lsd1*^*f/f*^ group, *n* = 8; *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ group, *n* = 6). **i**, **j**, Representative flow plots of Ly6C expression (**i**) and percentages of Ly6C^+^ cells (**j**) in different subpopulations of CD8^+^ TILs (*n* = 4 per group). **k**, **l** GzmB (**k**) and Ki-67 (**l**) expression by different subpopulations of CD8^+^ TILs analyzed by flow cytometry on day 18 (*n* = 4 per group). **m**, **n** Cell apoptosis analysis by Annexin V staining (**m**) and active Casp3/7 staining (**n**) of CD8^+^ TILs isolated from MC38 tumors on day 14 (*n* = 5 per group). Data represent two independent experiments (**a**–**e**, **g**–**n**) or are pooled from three independent experiments (**f**) and are presented as mean ± SEM (**a**–**n**). Statistical significance was determined by two-sided unpaired t test (**a**–**n**). Source data are provided as a Source data file.

In addition to the MC38 tumor model, we found that LSD1 depletion also led to the expansion of TCF1^+^PD-1^int^ CD8^+^ TILs in pool size in the TRAMP-C2 tumor model, which was associated with the increased CD8^+^ T cell infiltration and the decreased PD-1 expression level by CD8^+^ TILs (Supplementary Fig. 7a–g). In B16/F10 tumor model, a substantial percentage (>30%) of CD8^+^ TILs showed the progenitor phenotype (PD-1^int^), which was further elevated close to 60% by LSD1 depletion (Supplementary Fig. 8a–c). Thus, a majority of LSD1-deficient CD8^+^ TILs retained the progenitor phenotype, which possibly compromises the timely conversion to more differentiated PD-1^hi^ cells that are responsible for generating cytotoxicity and immediate tumor control, contributing to an accelerated B16/F10 tumor growth. Indeed, the GzmB expression by CD8^+^ TILs was profoundly decreased by LSD1 depletion (Supplementary Fig. 8d, e). Introducing an OVA antigen to B16 tumors (B16-OVA) appeared to mitigate the defect in GzmB expression likely through promoting the conversion of PD-1^int^ cells to PD-1^hi^ cells (Supplementary Fig. 8f–j). Therefore, LSD1 depletion in T cells consistently elevates the progenitor subset of exhausted CD8^+^ T cell in the TME of a variety of tumor models, in spite of its differential impacts on tumor growth.

To ensure that the phenotype of CD8^+^ TILs was modulated by intrinsic LSD1 loss irrespective of CD4^+^ T cells, we used splenic CD8^+^ T cells from *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice and littermate controls to reconstitute TCRα KO mice respectively, which were later implanted with MC38 tumors (Supplementary Fig. 9a). The analysis of CD8^+^ TILs on day 20 recapitulated the phenotype that LSD1-deficient CD8^+^ T cells were more expanded in the TME and displayed an elevated TCF1^+^PD-1^int^ subset (Supplementary Fig. 9b–d). Together, the above results demonstrate that LSD1 loss in CD8^+^ T cells intrinsically helps preserve the TCF1^+^PD-1^int^ progenitor exhausted cells.

We next examined the impact of LSD1 loss on different subsets of CD8^+^ TILs. Slamf6, recently reported as a marker of progenitor exhausted T cells^6^, was preferentially expressed by TCF1^+^PD-1^int^ and TCF1^+^PD-1^hi^ cells, and its expression was upregulated by LSD1 depletion across all subsets (Fig. 4g). A terminal exhaustion marker, Tim3, was significantly less expressed in TCF1^+^PD-1^int^ cells than TCF1^+^PD-1^hi^ cells (Fig. 4h), in line with the view that TCF1^+^PD-1^int^ cells represent the progenitor exhausted subset. Of note, LSD1 loss specifically downregulated Tim3 expression in the TCF1^+^PD-1^int^ subset but not in others (Fig. 4h). Additionally, in line with a recent report^35^, Ly6C expression was detected in a major part of the TCF1^+^PD-1^int^ subset, whereas only a minor part of the TCF1^+^PD-1^hi^ as well as TCF1^-^PD-1^hi^ subsets expressed Ly6C (Fig. 4i, j), indicating that Ly6C could be an additional marker to distinguish the TCF1^+^PD-1^int^ progenitor exhausted subset from others. Upon LSD1 loss, Ly6C expression was elevated in the TCF1^+^PD-1^int^ subset and sustained even in the TCF1^-^PD-1^hi^ subset (Fig. 4i, j). The TCF1^+^PD-1^int^ progenitor exhausted subset expressed much less GzmB than did the more differentiated TCF1^-^PD-1^hi^ subset in which GzmB expression was not interrupted by LSD1 loss (Fig. 4k). The expression of a proliferation marker Ki-67 remained largely unaltered by LSD1 depletion across all subsets (Fig. 4l). The unaltered proliferation rate of the TCF1^+^PD-1^int^ subset in response to LSD1 depletion suggests a potential survival advantage underlying the intratumoral persistence of these cells. Compared with CD8^+^PD-1^−^ TILs, antigen-experienced PD-1^int^ and PD-1^hi^ cells showed higher levels of apoptosis (Fig. 4m, n). Indeed, LSD1-deficient PD-1^int^ cells showed significantly less Annexin V staining and lower Caspase 3/7 activation than their wildtype counterparts (Fig. 4m, n). Importantly, such resistance was not observed in the PD-1^hi^ cells that mostly have lost TCF1 expression (Fig. 4m, n), indicating a unique mechanism of action of LSD1 that is restricted to the TCF1-expressing CD8^+^ TILs. Taken together, these results suggest that LSD1 depletion selectively improves the survival of the progenitor subset of exhausted CD8^+^ TILs contributing to the generation of an increasing number of more differentiated cells with better cytotoxicity.

### The LSD1/CoREST complex physically interacts with TCF1 and antagonizes its transcriptional activity

TCF1 is a central transcription factor in maintaining the progenitor phenotype of the CD8^+^TCF1^+^PD-1^int^ T cells in tumors and chronic viral infections^6–8,11,13,36^. The observation that LSD1 acts selectively in the TCF1^+^PD-1^int^ cells prompted us to investigate possible interplays between LSD1 and TCF1. We first asked whether LSD1 regulated TCF1 expression and found that, in the CD8^+^TCF1^+^PD-1^int^ TILs, the protein level of TCF1 was not affected by LSD1 loss (Fig. 5a). We next asked whether LSD1 may impact TCF1 transcriptional activity through protein-protein interactions, as LSD1 is known to interact with a number of DNA-binding transcription factors^37^. Indeed, in HEK293T cells, antibodies against tagged LSD1 co-immunoprecipitated TCF1 protein, as well as CoREST and HDAC1, which are known components of the LSD1/CoREST complex (Fig. 5b)^38^. Interestingly, only the long isoforms of TCF1-p45/p42 with the β-catenin binding domain (βBD) was detected in the LSD1 immunoprecipitates, though both long (p45/p42) and short (p33 and p30) isoforms of TCF1 were expressed in these cells (Fig. 5b, c). In addition, β-catenin, which is a binding partner of the TCF1 long isoform important for TCF1-mediated transcriptional activation^39^, was also present in the LSD1 immunoprecipitates (Fig. 5b). To further confirm the selective interaction of LSD1 with the TCF1 long isoform, we expressed the epitope-tagged, TCF1 long isoform (p45 and p42) and short isoform (p33) for reciprocal co-immunoprecipitation (co-IP), respectively. We found that LSD1 protein was only present in the immunoprecipitates of the long isoform but not the short isoform of TCF1 (Fig. 5d), suggesting that the physical interaction of TCF1 with LSD1 involves the βBD domain present only in the TCF1 long isoform. However, whether LSD1 or other components of the LSD1/CoREST complex directly bind to the βBD domain of TCF1 long isoform or indirectly through its binding to β-catenin or other TCF1-interacting proteins remains to be further investigated. As expected, several other components of the LSD1/CoREST complex were also pulled down by the TCF1 long isoform in the co-IP assays (Fig. 5e). Thus, these results suggest that the LSD1/CoREST complex physically interacts with the long isoform of TCF1.

**Fig. 5:**
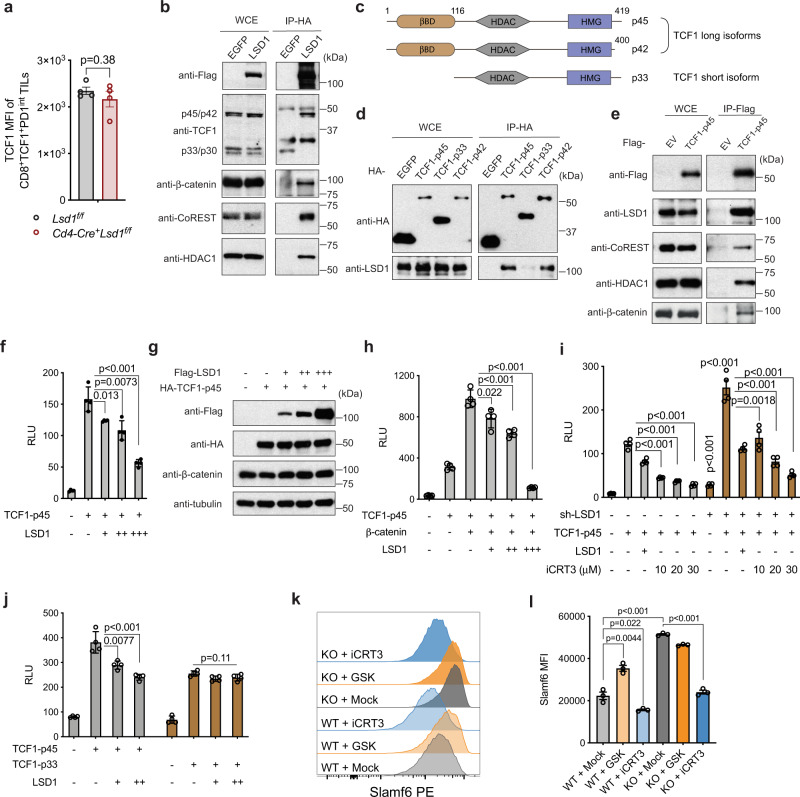
LSD1/CoREST complex physically interacts with TCF1 and antagonizes its transcriptional activity. **a** MFI of TCF1 in CD8^+^TCF1^+^PD-1^int^ TILs analyzed by flow cytometry (*n* = 4 per group). **b** The physical interaction between LSD1 and TCF1 isoforms as well as other proteins was examined by co-immunoprecipitation (co-IP) assays using whole-cell extract (WCE) of HEK293T cells transfected with FLAG-HA-tagged LSD1. **c** Schematic representation of different isoforms of mouse TCF1. **d** Co-IP assays precipitating HA-tagged TCF1 isoforms and detecting LSD1 in eluted IP fractions. **e** Co-IP assays precipitating Flag-tagged TCF1 (referring to p45 unless otherwise specified) and detecting components of the LSD1/CoREST complex in eluted IP fractions. **f**–**j** TCF/LEF reporter assay measuring relative luciferase units (RLU) in response to transfection with plasmids expressing indicated proteins (**f**–**j**, *n* = 4 per condition) or shRNA targeting LSD1 (**i**) and the treatment with iCRT3 (**i**) (*n* = 4 per condition). Protein expression for plasmid transfection in **f** is shown by immunoblotting (**g**). **k**, **l** Representative flow plots (**k**) and Slamf6 MFI (**l**) of splenic CD8^+^ T cells activated in vitro for 3 days with anti-CD3/anti-CD28 in the presence of vehicle, GSK2879552 or iCRT3 (*n* = 3 per treatment). Data represent two (**a**, **b**, **d**–**j**) or three (**k**, **l**) independent experiments and are presented as mean ± SEM (**a**) or mean ± SD (**f**, **h**–**j**, **l**). Statistical significance was determined by two-sided unpaired *t* test (**a**, **f**, **h**–**j**, **l**). Source data are provided as a Source data file.

LSD1 represses gene expression by catalyzing the removal of the methyl groups from histone H3K4me1/2^40^. The fact that LSD1 interacts with TCF1 raised the possibility that LSD1 may compromise TCF1-mediated transcriptional activation. To test this possibility, we used a well-established reporter assay designed to monitor the transcriptional activation mediated by TCF/LEF family members^41^. Indeed, the transcriptional activity of the TCF1 long isoform was suppressed by the co-transfected LSD1 in a dose-dependent manner without altering protein expression of the ectopic TCF1 or endogenous β-catenin (Fig. 5f, g). Co-transfection of β-catenin strongly elevated the transcriptional activity of the TCF1 long isoform, which could also be largely attenuated by overexpressing LSD1 (Fig. 5h). Conversely, LSD1 downregulation significantly increased the transcriptional activity mediated by the endogenous TCF/LEF as well as the ectopically expressed TCF1 long isoform (Fig. 5i). β-catenin is a transcriptional co-activator of TCF1 and the physical interaction of β-catenin with TCF1 is important for transcriptional regulation, as disruption of their interaction by the inhibitor, iCRT3^42^, severely dampened the transcriptional activation mediated by TCF1/β-catenin (Fig. 5i). Our findings suggest that LSD1 compromises TCF1-mediated transcription by physically interacting with TCF1. Consistent with this hypothesis, the transcriptional activity of the TCF1 short isoform, which does not interact with LSD1, was not affected by changes of LSD1 protein levels (Fig. 5j). Taken together, these data suggest that the physical interaction of LSD1 with TCF1 suppresses its transcriptional activity, although detailed molecular mechanisms remain to be elucidated.

To determine the biological significance of this interplay in T cells, we activated CD8^+^ T cells isolated from mouse spleens by polyclonal stimulation and examined the transcriptional activity of the endogenous TCF1 by measuring the expression of its target gene *Slamf6*^6,11^. As a control. disrupting TCF1/β-catenin complex by iCRT3 compromised Slamf6 induction in activated CD8^+^ T cells as expected (Fig. 5k, l). In contrast, inhibition of LSD1 by GSK2879552 during T cell activation significantly upregulated Slamf6 expression, which was recapitulated by LSD1 genetic ablation (Fig. 5k, l). Thus, LSD1 antagonizes the transcriptional activity of TCF1 in CD8^+^ T cells.

### LSD1 inhibition unleashes TCF1-controlled gene expression involved in intratumoral T cell persistence

On the basis of the above data, we hypothesized that LSD1 loss augmented the transcriptional program mediated by TCF1 that maintained a progenitor subset of intratumoral CD8^+^ T cells for extended tumor control. To address this possibility, we isolated MC38 tumor-infiltrating CD8^+^CD44^+^PD1^+^ T cells for transcriptomic analysis by RNA-seq (Supplementary Fig. 10a, b). 

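RNA of sorted CD8+CD44+PD-1+ tumor-infiltrating lymphocytes (TILs) was sequenced from 4 wildtype (WT, Lsd1f/f) and 4 LSD1-deficient (KO, Cd4-Cre+Lsd1f/f) samples. MC38 is a mouse colon carcinoma line grown under the skin, and Cd4-Cre deletes the floxed Lsd1 gene in developing T cells. Each WT sample combined cells of 2 mice and each KO sample came from 1 mouse, with 10000 to 20000 sorted cells per sample. The methods give day 18 after implantation and reads of 43 and 42 bp, whereas the design text of the deposited series gives 14 days and 75 bp. RNA was depleted of ribosomal RNA and made into directional libraries. The authors aligned the reads with STAR to GRCm38 and counted them on genes with featureCounts, and the deposited values are these raw counts of 55335 genes, without normalization. The strand setting of the counting is not named in the paper's text. Columns are called S1 to S4 (WT) and S5 to S8 (KO), as in Supplementary Fig. 10b.

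Total counts on genes were 17626451, 19007676, 11759806 and 11657807 in S1 to S4, with a median of 14693128, and 15509028, 11858010, 11977081 and 30295406 in S5 to S8, with a median of 13743054. The 10 genes with the most counts took 22.4% to 29.5% of a sample, and *Gm26917*, annotated as a long noncoding RNA, took up to 13.5%. Between samples of one group, the counts differed by more than the sampling noise in all 12 pairs, with a median chi-square per gene of 4.9 to 8.56 against 0.45 for sampling noise alone, so no pair was counted as one library deposited more than once. Low-count genes were removed with edgeR's filterByExpr, which left 15378 genes. Counts were scaled with edgeR's TMM factors, which lay between 0.94 and 1.046, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all 15378 genes, at the paper's thresholds. Values below are TMM-normalized CPM (counts scaled to a common library size) as mean ± SD. The smallest value that 3 counts can show was 0.106 to 0.25 CPM, depending on the sample, and covers counting error only.

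The targeted gene, *Kdm1a* (ENSMUSG00000036940.15, chromosome 4 of GRCm38 from 136550540 to 136602723), was at 44.9 ± 1.87 CPM (SD, n = 4) in WT and 30.7 ± 4.03 CPM (SD, n = 4) in KO cells. Its raw counts were 768, 867, 523 and 544 in S1 to S4 and 384, 378, 384 and 989 in S5 to S8. All 4 KO samples were below all 4 WT samples (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 4 allow). The log2 fold change was -0.55 (standard error 0.14, adjusted p = 0.0163 from edgeR's quasi-likelihood test), so *Kdm1a* missed both the fold change threshold of 1.5 and the adjusted p threshold of 0.01. The counts cover the gene as a whole, so reads from any exons left in place still count. The size of the fall therefore does not measure how completely the gene was deleted. By flow cytometry, the paper reports loss of LSD1 protein from single positive thymocytes on, in cells other than these TILs. The span of *Kdm1a* overlaps at its end with that of *Luzp1* on the opposite strand, a gene with 6924 counts over all samples against 4837 for *Kdm1a*, so its counts are uncertain if the counting did not use the strand.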

We found 561 genes upregulated and 351 genes downregulated (fold change > 1.5 and FDR < 0.01) in LSD1-deficient versus wildtype cells (Fig. 6a and Supplementary Data 1), and the differentially expressed genes were enriched in immune-related pathways (Supplementary Fig. 10c). 

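At a fold change above 1.5 and an adjusted p under 0.01 from edgeR's quasi-likelihood test, 447 genes were higher and 306 genes were lower in KO than in WT cells. In 743 of these 753 genes, or 98.7%, the 4 KO samples did not overlap with the 4 WT samples, against 17.3% of all 15378 genes tested and 2.9% by chance. The genes were called on these same samples, so their share is high by selection and does not test the calls. Among the alternatives set in advance, the count of higher genes moved most when the fold change itself was tested against 1.5 with edgeR's glmTreat, which gave 165 higher and 130 lower genes. Of the paper's calls in Supplementary Data 1, 382 higher and 260 lower genes were also called, and no gene was called in opposite directions.

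Among genes whose samples did not overlap and whose mean log2 CPM was above 2, the 5 with the highest log2 fold changes were *Trpm6*, *Cd109*, *Stac2*, *Sox4* and *Msrb3*, and the 5 with the lowest were *2900026A02Rik*, *C1qa*, *Cd93*, *C1qc* and *Sh3pxd2b*. *Trpm6*, a cation channel gene on chromosome 19 (18749983 to 18892511), rose from 1.62 ± 2.12 CPM (SD, n = 4) in WT to 152 ± 18.5 CPM (SD, n = 4) in KO cells, a log2 fold change of 6.65 (standard error 0.49, adjusted p = 1.68e-07 from the quasi-likelihood test). Its WT mean rests mostly on S4, at 4.70 CPM against at most 1.31 CPM in the other WT samples. With each sample left out in turn, the log2 fold change lay between 6.18 and 7.91, the highest without S4. With DESeq2's shrunken fold changes, it was 0.88, and its adjusted p of 0.0141, the highest over its alternatives, missed the threshold. *2900026A02Rik*, on chromosome 5 (113086323 to 113221236), fell from 70.3 ± 12.1 CPM (SD, n = 4) to 3.73 ± 2.27 CPM (SD, n = 4), a log2 fold change of -4.25 (standard error 0.32, adjusted p = 1.98e-07). *C1qa* and *C1qc*, which encode complement C1q chains and were on a list of myeloid marker genes, had log2 fold changes of -3.93 and -3.68.

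GO terms were not used here. Instead, the calls were compared with the Immune System pathway of the mouse Reactome sets, against the 11709 tested genes with an Entrez ID, of which 689, or 5.9%, belong to the pathway. Of the lower genes, 36 of 283, or 12.7%, were in it (odds ratio 2.40, one-sided Fisher's exact test, p = 9.74e-06). Of the higher genes, 31 of 412, or 7.5%, were in it (odds ratio 1.32, one-sided Fisher's exact test, p = 0.0943), a difference from the background that did not pass 0.05. The difference between the higher and the lower genes was not tested. In the lower genes, 14 of the 17 myeloid marker genes tested were included. The pathway test was not run without them, so it cannot tell a change within the T cells from RNA of other cells.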

Of note, 22.8% of the upregulated genes were TCF1 direct targets in our analysis of a previously reported ChIP-seq dataset^43^, in comparison to 10.0% of genome bound by TCF1 (Fig. 6b)^43^, reflecting an enrichment of TCF1-modulated genes among the upregulated genes. Gene-set enrichment analysis (GSEA) revealed that a memory CD8^+^ T cell signature was enriched in the LSD1-deficient CD8^+^ TILs (Fig. 6c). A number of genes, for instance *Il7r*, *Slamf6*, and *Bcl6*, which are TCF1 targets and associated with the progenitor phenotype of CD8^+^ TILs^6,43^, were significantly upregulated by LSD1 depletion (Fig. 6a). 

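*Il7r* (ENSMUSG00000003882.5), which encodes the IL-7 receptor alpha chain and lies on chromosome 15 of GRCm38 from 9505788 to 9530176, was at 184 ± 23.9 CPM (SD, n = 4) in WT and 424 ± 60.7 CPM (SD, n = 4) in KO cells. The log2 fold change was 1.20 (standard error 0.12, adjusted p = 4.65e-06 from edgeR's quasi-likelihood test). *Slamf6* (ENSMUSG00000015314.10), on chromosome 1 from 171917515 to 171953170, rose from 39.3 ± 10.9 CPM (SD, n = 4) to 112 ± 14.2 CPM (SD, n = 4), a log2 fold change of 1.51 (standard error 0.17, adjusted p = 1.47e-05). *Bcl6* (ENSMUSG00000022508.5), on chromosome 16 from 23965052 to 23988852, rose from 22.9 ± 5.05 CPM (SD, n = 4) to 40.5 ± 1.87 CPM (SD, n = 4), a log2 fold change of 0.82 (standard error 0.16, adjusted p = 0.00292). In each of the 3 genes, every KO sample was above every WT sample (exact permutation test, two-sided, p = 0.0286). *Il7r* and *Slamf6* passed both thresholds with any one sample left out. *Bcl6* missed the adjusted p threshold with S1, S2, S4 or S7 left out, its highest adjusted p being 0.0146.

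**Figure D1:**
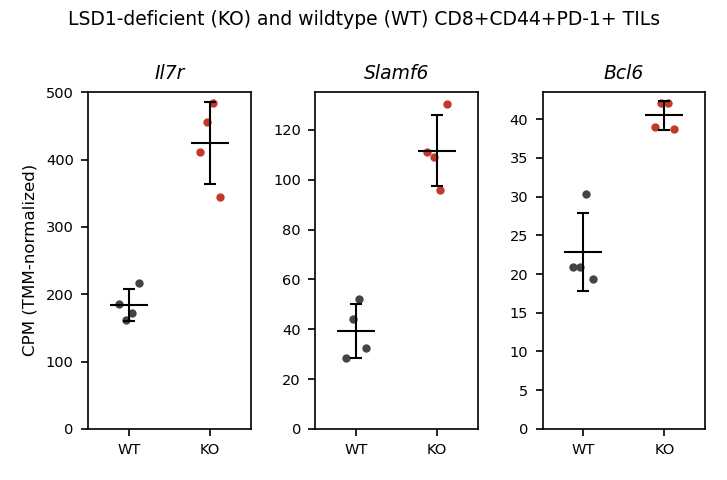
TMM-normalized CPM of *Il7r*, *Slamf6* and *Bcl6* in the 4 WT and 4 KO samples, on linear axes that start at 0. Each point is 1 sample, the horizontal bar is the mean and the error bars are the SD. The lowest KO sample of *Il7r*, at 345 CPM, is above the highest WT sample, at 217 CPM.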

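Cytokine genes and the granzyme genes were compared between the 4 WT and 4 KO samples. *Tnf*, on chromosome 17 of GRCm38 from 35199381 to 35202007, was at 57.3 ± 1.64 CPM (SD, n = 4) in WT and 134 ± 27.5 CPM (SD, n = 4) in KO cells, a log2 fold change of 1.22 (standard error 0.13, adjusted p = 8.65e-06 from edgeR's quasi-likelihood test). Its neighbor *Lta*, from 35203165 to 35205351, had a log2 fold change of 1.27 (standard error 0.18, adjusted p = 0.000163). *Xcl1* had a log2 fold change of 1.33 (standard error 0.27, adjusted p = 0.00329), although the lowest KO sample, at 113 CPM, was below the highest WT sample, at 139 CPM. It missed the adjusted p threshold in both DESeq2 fits and with S1, S2, S3 or S6 left out. *Ccl3* had a log2 fold change of 1.56 (standard error 0.20, adjusted p = 4.97e-05), with S4, at 151 CPM, far above the other WT samples. *Ccl4*, a chemokine gene near *Ccl3* on chromosome 11, rose from 89.5 ± 38.3 CPM (SD, n = 4) to 169 ± 40.8 CPM (SD, n = 4), a log2 fold change of 0.92 (standard error 0.22, adjusted p = 0.0125). It did not pass the adjusted p threshold of 0.01, and the groups overlapped (exact permutation test, two-sided, p = 0.0571). With S4 left out, the WT sample with the highest *Ccl4*, the adjusted p was 0.000283, and over the 8 fits that each left out one sample it reached 0.0558.

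The granzyme genes lie together on chromosome 14, and as paralogs of similar sequence they are uncertain where the counting could split reads between them. *Gzmc* fell from 295 ± 114 CPM (SD, n = 4) in WT to 46.8 ± 17.0 CPM (SD, n = 4) in KO cells, a log2 fold change of -2.65 (standard error 0.27, adjusted p = 5.23e-06 from the quasi-likelihood test). The log2 fold changes of *Gzmd*, *Gzme* and *Gzmf* were -3.25, -2.48 and -1.38, with adjusted p of 3.12e-05, 5.31e-05 and 0.00118 from the same test. *Gzmg* had 39, 412, 103 and 151 counts in S1 to S4 and 0 counts in all KO samples. Its adjusted p was 2.71e-05 from the same test. The WT samples ranged from 2.27 to 22.45 CPM, and their mean was at least 45.5 times what 3 counts can show in a KO sample. *Gzmb*, the most abundant granzyme gene of these, did not differ, at 1267 ± 213 CPM (SD, n = 4) in WT and 1377 ± 309 CPM (SD, n = 4) in KO cells (log2 fold change 0.12, standard error 0.15, adjusted p = 0.695), with S5 at 920 CPM far below the other KO samples.

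**Figure D2:**
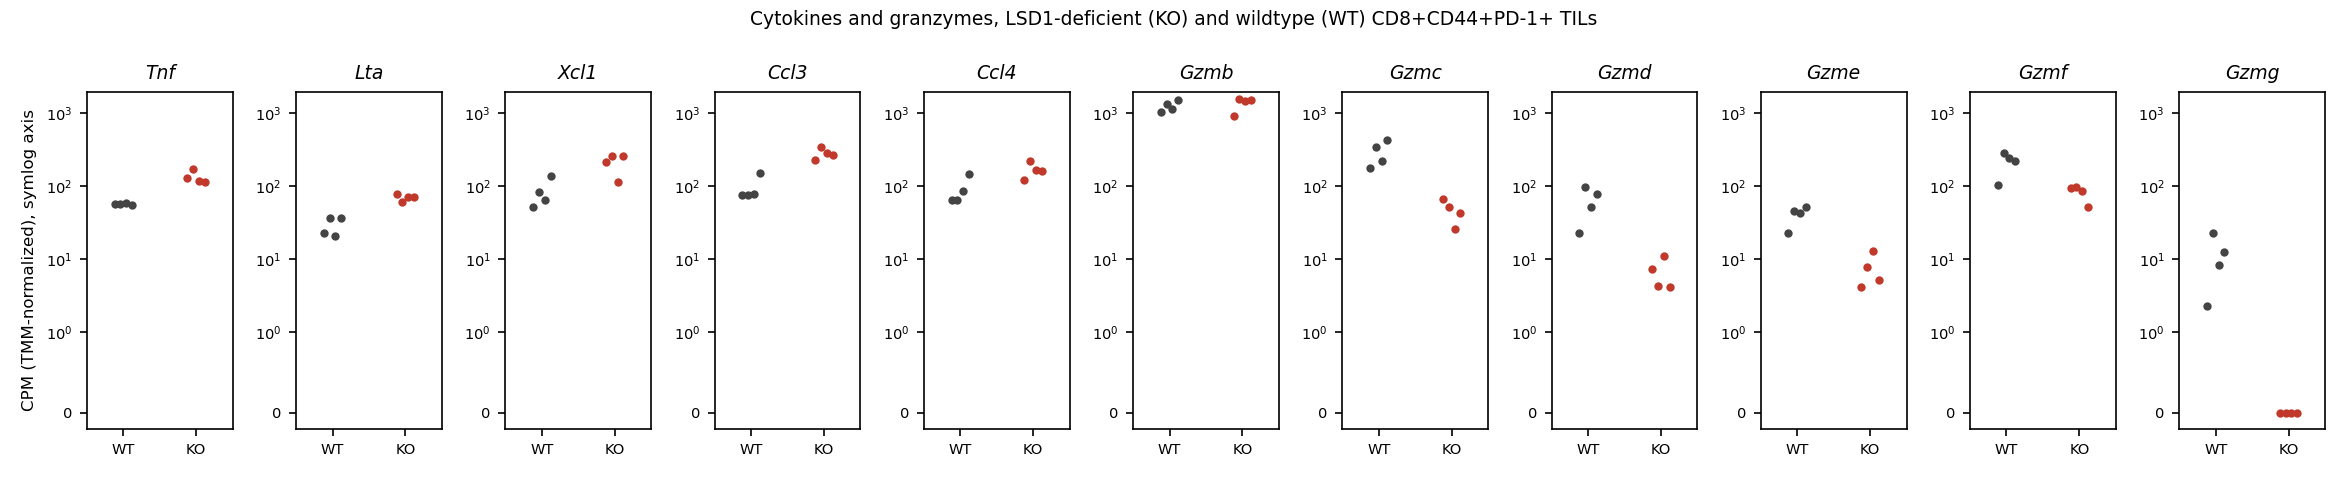
TMM-normalized CPM of cytokine and granzyme genes in the 4 WT and 4 KO samples, on a log axis that is linear below 1 CPM. Each point is 1 sample. The KO samples of *Gzmg* sit at 0 CPM, and those of *Ccl4* and *Xcl1* overlap with the WT samples.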

Interestingly, the expression of a few cytokines, including TNFα, LTA, XCL1, CCL3, and CCL4, was also induced in the LSD1-deficient CD8^+^ TILs, while several murine-specific granzymes (granzyme C, D, E, F, and G) of unknown activity were decreased (Fig. 6a)^44^. Consistent with the resistance to apoptosis (Fig. 4m, n), *Bcl2l11* encoding pro-apoptotic BIM was reduced in the LSD1-deficient CD8^+^ TILs (Fig. 6a).

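*Bcl2l11* (ENSMUSG00000027381.16), on chromosome 2 of GRCm38 from 128126038 to 128162547, was at 199 ± 33.2 CPM (SD, n = 4) in WT and 104 ± 9.40 CPM (SD, n = 4) in KO cells. The log2 fold change was -0.94 (standard error 0.12, adjusted p = 7.62e-05 from edgeR's quasi-likelihood test). All 4 KO samples were below all 4 WT samples, and with each sample left out in turn the log2 fold change stayed between -1.05 and -0.86. Among the KO samples, S6 lay apart from the others, at 89.5 CPM.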

**Fig. 6:**
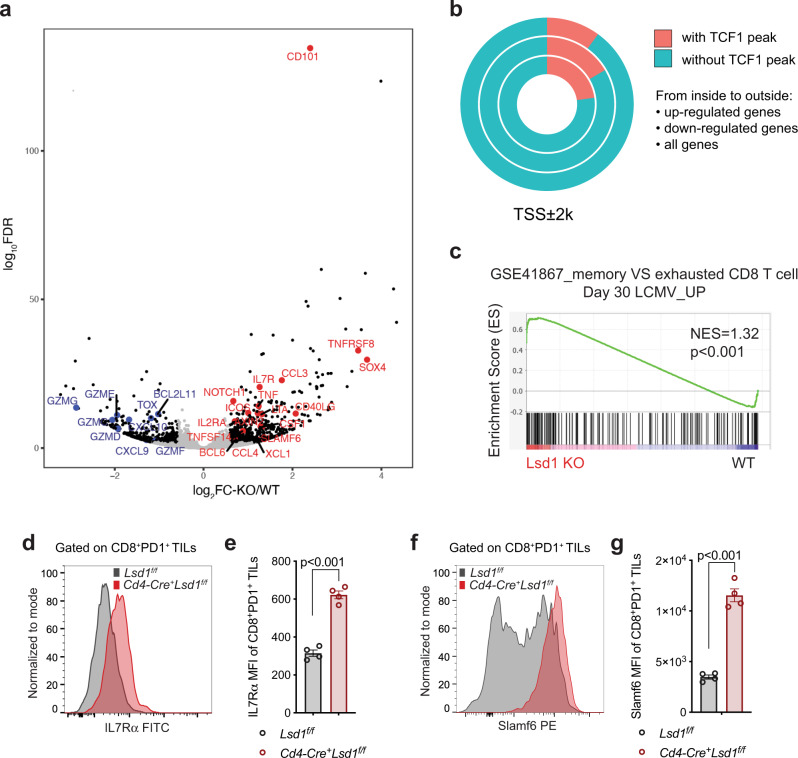
LSD1 loss unleashes TCF1-controlled gene expression in CD8^+^ TILs. **a** A volcano plot showing differential gene expression by LSD1-deficient versus wildtype CD8^+^CD44^+^PD-1^+^ TILs of MC38 tumors (*n* = 4 per group, FC > 1.5 and FDR < 0.01 as the cutoff). Non-gray colored dots mean significant difference. **b** Percentages of genes bound by TCF1 among the differentially expressed genes in LSD1-deficient versus wildtype CD8^+^ TILs or among total genes in genome. **c** GSEA analysis in *Lsd1* KO versus WT CD8^+^ TILs (*n* = 4 per group). Gene list was ranked with signed (from log_2_FC) likelihood ratio from *Lsd1* KO versus WT comparison. Kolmogorov–Smirnov test was used to determine the enrichment score. **d**, **e** A representative flow plot of IL7Rα expression (**d**) and IL7Rα MFI (**e**) of MC38 tumor-infiltrating CD8^+^PD-1^+^ T cells (*n* = 4 per group). **f**, **g** A representative flow plot of Slamf6 expression (**f**) and Slamf6 MFI (**g**) of MC38 tumor-infiltrating CD8^+^PD-1^+^ T cells (*n* = 4 per group). Data represent two independent experiments (**d**–**g**) and are presented as mean ± SEM (**e**, **g**). Statistical significance was determined by two-sided unpaired *t* test (**e**, **g**). Source data are provided as a Source data file.

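Of the 27 genes labeled in Fig. 6a, 26 passed both thresholds, 17 higher and 9 lower in KO cells, and *Ccl4* did not. Among the 26, *Tnfsf14* missed the adjusted p threshold in 3 of 18 alternative fits. Its adjusted p from the quasi-likelihood test was 0.00355 with all samples and reached 0.0186 with one left out. In 25 of the 27 genes the KO samples did not overlap with the WT samples. *Cd101* had the smallest adjusted p of all genes tested, at 4.53e-10 from edgeR's quasi-likelihood test, and rose from 35.4 ± 1.77 CPM (SD, n = 4) to 190 ± 10.3 CPM (SD, n = 4), a log2 fold change of 2.42 (standard error 0.10). *Axin2* rose from 23.3 ± 2.34 CPM (SD, n = 4) to 55.4 ± 6.33 CPM (SD, n = 4), a log2 fold change of 1.24 (standard error 0.14, adjusted p = 1.82e-05). *Sox4* and *Tnfrsf8*, which reached at most 3.02 and 1.55 CPM in a WT sample, had log2 fold changes of 4.92 and 4.07. *Cxcl9* and *Cxcl10* had log2 fold changes of -2.10 and -1.98, with adjusted p of 0.00769 and 0.00021 from the same test. *Cxcl9* missed the adjusted p threshold in both DESeq2 fits and in 6 of the 8 fits that each left out one sample, and within a genotype it rose and fell with a score of myeloid marker genes.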

To further confirm the RNA-seq data, we analyzed gene expression by flow cytometry in the MC38 tumor model. Indeed, intratumoral CD8^+^ T cells without LSD1 showed increased IL7Rα and Slamf6 (Fig. 6d–g). These phenotypes were consistently recapitulated in the TRAMP-C2 tumor model (Supplementary Fig. 11a–d). In line with the progenitor phenotype of CD8^+^PD-1^int^ T cells, this population expressed higher levels of IL7Rα and Slamf6 than did the CD8^+^PD-1^hi^ T cells (Supplementary Fig. 11e–j). Notably, LSD1 loss significantly upregulated IL7Rα and Slamf6 in the CD8^+^PD-1^int^ T cells, in contrast to a mild effect in the CD8^+^PD-1^hi^ T cells (Supplementary Fig. 11e–j), further supporting the functional significance of the proposed interplay between LSD1 and TCF1 in the progenitor exhausted CD8^+^ TILs. In line with the decreased TOX expression observed by RNA-seq analysis (Fig. 6a), LSD1 depletion compromised the differentiation of TCF1^+^ cells into a more exhausted state marked by TOX expression (Supplementary Fig. 11k–m)^23–25^. 

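In the RNA-seq data, *Tox* (ENSMUSG00000041272.11), on chromosome 4 of GRCm38 from 6686353 to 6991557, was at 96.7 ± 17.6 CPM (SD, n = 4) in WT and 43.0 ± 4.62 CPM (SD, n = 4) in KO cells. The log2 fold change was -1.17 (standard error 0.14, adjusted p = 3.3e-05 from edgeR's quasi-likelihood test). The highest KO sample, at 49.7 CPM, was below the lowest WT sample, at 72.1 CPM.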

The gene expression data thus suggest that TCF1-controlled transcription network involved in CD8^+^ T cell survival and self-renewal is augmented in response to LSD1 depletion.

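*Tcf7*, the gene that encodes TCF1, was at 98.3 ± 17.8 CPM (SD, n = 4) in WT and 67.7 ± 19.0 CPM (SD, n = 4) in KO cells, a log2 fold change of -0.54 (standard error 0.18, adjusted p = 0.0633 from edgeR's quasi-likelihood test). Every KO sample was below every WT sample (exact permutation test, two-sided, p = 0.0286), but the adjusted p did not pass the threshold. By flow cytometry, the paper found TCF1 protein unaffected by LSD1 loss within TCF1+PD-1int TILs. That subset was not separated here, and RNA of the sorted cells as a whole does not measure TCF1 protein or activity. The TCF1 ChIP-seq peaks and the memory signature of Fig. 6b, c were not used here. From the gene expression data, the paper proposes that LSD1 depletion augments a transcription network controlled by TCF1 and involved in the survival and self-renewal of CD8+ T cells. Its other evidence on LSD1 and TCF1 comes from co-immunoprecipitation, reporter assays and Slamf6 protein in activated CD8+ T cells.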

### Targeting LSD1 promotes long-lasting responses to anti-PD1 treatment

Among exhausted CD8^+^ T cells, the intratumoral TCF1^+^PD-1^int^ progenitor subset has been reported to be the prominent determinant of effective responses to PD-1 blockade^6,8,9,13^. The remarkable effect of LSD1 depletion on sustaining the progenitor exhausted CD8^+^ TILs prompted us to examine whether targeting LSD1 could improve tumor responses to anti-PD-1 treatment. Since tumor antigen-driven T cell exhaustion has been suggested to occur early in tumor development^45^, we initiated GSK2879552 treatment on the second day after tumor implantation, followed by anti-PD1 treatment two weeks later when tumors were well-established (Fig. 7a). The growth of MC38 tumors was significantly restrained by either GSK2879552 or anti-PD-1 treatment, and the combination of these two treatments displayed a cooperative effect on controlling tumor growth (Fig. 7b). Notably, tumors primed with GSK2879552 treatment mostly showed prolonged responses to PD-1 blockade with a significant increase of tumor rejection rate (80%, 12/15 versus 47%, 7/15) (Fig. 7c). Thus, systemic treatment with an LSD1 inhibitor enables long-lasting responses to PD-1 blockade.

**Fig. 7:**
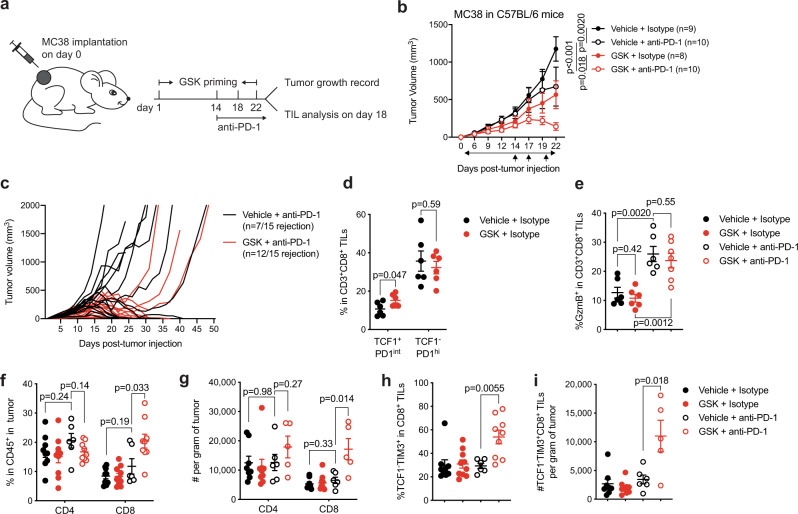
Targeting LSD1 enhances long-lasting response to anti-PD-1 treatment. **a** Experimental design of administering GSK2879552 and PD-1 blocking antibodies. **b** Tumor growth curves of wildtype mice inoculated with MC38 tumor cells and treated with GSK2879552 or vehicle control in combination with anti-PD-1 or isotype control. **c** Individual tumor growth curves over time in response to anti-PD1 treatment alone or in combination with GSK2879552. **d**, **e** Percentages of TCF1^+^PD-1^int^ and TCF1^-^PD-1^hi^ cells (**d**) or GzmB^+^ cells (**e**) in CD8^+^ TILs (Vehicle + Isotype, *n* = 6; GSK + Isotype, *n* = 6; Vehicle + anti-PD-1, *n* = 6; GSK + anti-PD-1, *n* = 7). **f**, **g**, Percentages (**f**, *n* = 9, 10, 6, 9, respectively) and cell numbers (**g**, *n* = 8, 9, 6, 5, respectively) of tumor-infiltrating CD3^+^CD4^+^ T cells and CD3^+^CD8^+^ T cells in gated CD45^+^ leukocytes. **h**, **i** Frequencies (**h**, *n* = 9, 10, 6, 9, respectively) and cell numbers (**i**, *n* = 8, 9, 6, 5, respectively) of CD8^+^TCF1^-^TIM-3^+^ TILs. Data represent two independent experiments (**b**, **d**–**i**) or are pooled from two independent experiments (**c**), and are presented as mean ± SEM (**b**, **d**–**i**). Sample sizes are as indicated. Statistical significance was determined by two-way ANOVA (**b**) or two-sided unpaired *t* test (**d**–**i**). Source data are provided as a Source data file.

To elucidate the mechanisms underlying the long-lasting response of GSK2879552-primed tumors to PD-1 blockade, we conducted comparative analyses of tumor immune microenvironment in response to different treatment. GSK2879552 and/or anti-PD1 treatment had no overt effect on the infiltration of MDSCs, DCs or NK cells, but GSK2879552 exerted a suppressive effect on GzmB expression by NK cells (Supplementary Fig. 12a–d). Similar to the results from the genetic study (Figs. 2h and 4e), GSK2879552 significantly increased the pool size of the TCF1^+^PD-1^int^ progenitor exhausted CD8^+^ TILs (Fig. 7d), but did not affect the overall GzmB expression by CD8^+^ TILs (Fig. 7e). Upon anti-PD-1 treatment, GzmB expression by CD8^+^ TILs was strongly increased independent of prior GSK2879552 treatment (Fig. 7e). In fact, the frequency of GzmB-expressing CD8^+^ TILs was comparable in tumors treated with anti-PD-1 alone or together with GSK2879552 (Fig. 7e). Under this treatment regimen (Fig. 7a), anti-PD-1 treatment alone did not have an overt effect on the infiltration of CD4^+^ or CD8^+^ TILs, whereas it significantly and preferentially expanded intratumoral CD8^+^ T cells only when tumors were primed with GSK2879552 treatment (Fig. 7f, g and Supplementary Fig. 12e). In addition, GSK2879552 treatment increased the generation of the TCF1^−^TIM-3^+^ terminally exhausted CD8^+^ TILs upon PD-1 blockade (Fig. 7h, i), likely through promoting their conversion from a larger pool of the TCF1^+^PD-1^int^ progenitor exhausted CD8^+^ TILs (Fig. 7d)^6,8,9,11^. Taken together, these data suggest that LSD1 inhibition preserves the progenitor exhausted CD8^+^ TILs and sustains intratumoral T cell expansion, resulting in long-lasting responses of tumors to anti-PD-1 treatment.

## Discussion

The ineffective reinvigoration of exhausted T cells accounts for the lack of durable responses to PD-1 blockade therapy. Among heterogeneous and exhausted antigen-specific CD8^+^ T cells in chronic viral infections and cancer, the TCF1^+^ progenitor cells preferentially respond to PD-1 blockade^6–9,11^. Nevertheless, proliferation of the progenitor cells driven by antigen stimulation progressively induces their conversion to terminally differentiated cells, even when PD-1 pathway is blocked. Although not formally proven experimentally, this represents a plausible reason for the transient response to anti-PD-1 treatment^2^. Thus, maintaining and/or expanding such progenitor CD8^+^ T cell population in the TME may lead to a long-lasting tumor response to anti-PD-1 treatment. Both our genetic and chemical biology approaches support the notion that LSD1 enforces an epigenetic program, which restrains the progenitor pool and promotes T cell terminal exhaustion in the TME, possibly through antagonizing TCF1-mediated transcription. Therefore, manipulating LSD1 in T cells results in a long-lasting response of tumors to anti-PD1 therapy.

Epigenetic regulation is critically involved in almost all aspects of T cell biology including lineage commitment, development, activation, differentiation, and memory formation^46^. The role of LSD1 in those biological processes remains largely unexplored. We used CD4-Cre in order to efficiently delete floxed *Lsd1* alleles in TCRαβ^+^ T cells, and a noticeable loss of LSD1 protein was observed as early as the CD4 or CD8 single positive (SP) stage, although the CD4-driven Cre recombinase is expected to be expressed earlier at the CD4/CD8 double positive (DP) stage^47^. Since LSD1 protein in the DP thymocytes of *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice was detected at a similar level as the wildtype counterpart, these data suggest that key events specific to DP thymocytes, such as TCRα rearrangements and positive selection, are unlikely affected in *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice. Consistently, DP thymocytes remain mostly unaltered upon *Lsd1* deletion. These observations suggest that the improved antitumor immunity in *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mice is likely due to a role of LSD1 in regulating the activation and differentiation of mature T cells upon tumor antigen stimulation, which is further supported by our chemical approach with the LSD1 inhibitors.

Persistent antigen stimulation is the key factor driving CD8^+^ T cell exhaustion. In the immunogenic MC38 tumor model, the pool size of the progenitor CD8^+^ TILs was small (<8%), so the long-term antitumor immunity was likely limited by the maintenance of the progenitor subset of exhausted CD8^+^ TILs, which can be significantly improved by perturbing T cell-intrinsic LSD1. In contrast, in poorly immunogenic B16 melanoma model, a substantial portion (>30%) of CD8^+^ TILs showed the progenitor phenotype, which was further elevated close to ~60% by the LSD1 depletion. Thus, a majority of LSD1-deficient CD8^+^ TILs retained the progenitor phenotype, thereby compromising the timely conversion to terminally exhausted CD8^+^ TILs that are responsible for the immediate tumor-killing effect and short-term tumor control. As a result, B16 tumors displayed an accelerated outgrowth shortly after implantation in T cell-specific LSD1 knockout mice. Hence, perturbation of T cell-intrinsic LSD1 consistently increases the progenitor subset of exhausted CD8^+^ T cell in the TME in various tumor models, but drives tumor outgrowth differently depending on tumor context. The impact of targeting T cell-intrinsic LSD1 on B16 tumor growth is opposite to our previous finding that the ablation of tumor cell-intrinsic LSD1 enhances tumor immunogenicity, suppresses tumor growth and overcomes tumor primary resistance to PD1 blockade therapy^31^. This highlights the importance of tumor stratification as well as targeted drug delivery approach for reaching a combinatory antitumor effect of LSD1 inhibitors with PD1 blocking antibodies.

T cell activation, differentiation, and exhaustion, driven by tumor antigens-induced chronic stimulation and regulated by tumor microenvironmental factors, display significant remodeling of the chromatin landscapes^6,16,18^. The importance of chromatin regulation in such biological processes has been well recognized, but how it actually works to influence T cell activation and differentiation remains incompletely understood. Our study uncovers a critical role of the histone demethylase LSD1 in controlling the balance between the progenitor exhausted and the terminally exhausted CD8^+^ TILs. The observation that LSD1 only interacted with the long but not short isoforms of TCF1 highlights an important role of LSD1 in the progenitor exhausted CD8^+^ TILs, since the long isoform of TCF1 has been suggested to sustain the stem-like properties^8,48,49^, which is likely to be suppressed by LSD1 through their interaction. Once the progenitor exhausted CD8^+^ TILs lose the expression of TCF1 long isoform and subsequently convert to terminally exhausted cells, LSD1 may no longer have substantial effects. Indeed, we found apoptosis of the terminally exhausted cells largely unaffected by LSD1 loss, in contrast to the reduced apoptosis in the progenitor exhausted cells. The presence of β-catenin binding domain in the long isoform of TCF1 could mediate the recruitment of β-catenin to the interacting protein complex, which was detected in the TCF1 p45 as well as LSD1 immunoprecipitates. However, it remains to be determined whether the interaction with β-catenin is necessary for the function of the long isoform of TCF1, particularly given a long-standing debate on the necessity of β-catenin in memory T cell formation^50–52^. Alternatively, other co-factors, such as ATF2^53^, may also bind to and regulate the transcriptional activity of the long isoform of TCF1 independent of the canonical Wnt-β-catenin signaling.

The physical interaction of LSD1/CoREST complex with TCF1 is consistent with the idea that LSD1 needs other components of this complex to mediate gene repression^38,54,55^, and supports the involvement of other components of the complex in regulating CD8^+^ T cell exhaustion. Since LSD1 also mediates demethylation of non-histone proteins^37^, whether LSD1 influences the function of TCF1 via demethylation of TCF1 or its binding partners remains to be determined. Collectively, understanding the precise biochemical mechanism of how LSD1 interacts with TCF1 to impact its transcription program requires further investigations in the progenitor exhausted CD8^+^ T cells. Additionally, future investigations of histone modifications, including methylation and acetylation, in different subsets of CD8^+^ TILs will provide more in-depth insights into the chromatin mechanisms underlying the maintenance and differentiation of the progenitor CD8^+^ TILs.

LSD1 is upregulated in a variety of cancers and mostly plays a tumor-promoting role through multiple mechanisms including maintaining the stemness of tumor cells^56–58^, supporting tumor cell proliferation^30,59^, and suppressing antitumor immunity^31^. Thus, LSD1 has been actively explored as a target for cancer treatment. Notably, LSD1 also plays critical physiological roles in haematopoiesis^60^ as well as neuronal differentiation and function^61–63^, and the administration of some irreversible LSD1 inhibitors has been found to cause adverse toxicities in some cancer clinical trials^64^. In contrast, some other irreversible LSD1 inhibitors and also recently developed reversible LSD1 inhibitors tested appear to have no dose-limiting toxicities in recent clinical studies^64^. The crucial role of LSD1 in CD8^+^ T exhaustion that we identify and report here warrants further consideration of LSD1 inhibition in combination with PD-1 pathway inhibitors in cancer therapy. In one approach, current LSD1 inhibitors with tolerable toxicities could be explored to prime CD8^+^ T cells for a short duration to improve their sustainable responses to PD-1 blockade. In another approach, based on the unique mechanism of action of LSD1 in intratumoral CD8^+^ T cells mediated by its interaction with TCF1 long isoform, we propose that antagonists, either small molecules or biologics that disrupt the interaction between LSD1 and the long isoform TCF1, could be developed in cancer checkpoint blockade therapy. Moreover, both approaches of inhibiting LSD1 or genetic ablation of LSD1 could also be exploited to enhance the persistence of cytotoxic T cells in adoptive T-cell therapy for cancer. Further studies are warranted to stratify tumors that may benefit from the combination of LSD1 perturbation with immunotherapy.

In summary, our study uncovers an important role of LSD1 and its mechanism of action in regulating intratumoral CD8^+^ T cells and its impact on tumor growth control. Our study also highlights the translational significance of combining LSD1 inhibitors with PD-1 blockade in cancer treatment, in which LSD1 inhibition in CD8^+^ T cells potentiates the progenitor phenotype and thus promotes long-lasting responses to PD-1 blockade. Our current data suggest that certain tumors respond to the combination of LSD1 inhibition and PD-1 blockade, thus identification of biomarkers is necessary to help stratify patients in order to significantly enhance the clinical development and benefits of this approach. The identification of a specific mechanism of action of LSD1 in intratumoral CD8^+^ T cells also points to a promising avenue for targeting LSD1 in cancer immunotherapy through specifically disrupting the physical interaction between LSD1 and the long isoform of TCF1, a pivotal regulator driving the progenitor phenotype maintenance.

## Methods

### Cell culture

MC38, B16, and HEK293T cells were cultured in DMEM medium containing 10% heat-inactivated FBS and 1% penicillin/streptomycin in a 5% CO_2_ incubator at 37 °C. TRAMP-C2 cells were cultured in DMEM medium supplemented with 5% Nu-Serum IV, 5% heat-inactivated FBS, 5 μg/ml bovine insulin, 10 nM DHEA and 1% penicillin/streptomycin in a 5% CO_2_ incubator at 37 °C. Isolated CD8^+^ T cells were cultured in R10 medium (RPMI 1640 supplemented with 10% FBS, 1% penicillin/ streptomycin, 12 mM HEPES and 50 μM 2-mercaptoethanol). MC38 cell line was a gift from Dr. Arlene Sharpe and B16/F10 was a gift from Dr. David Fisher. Both cell lines were originally purchased from ATCC. MC38-OVA cell line was a gift from Dr. Ana Anderson and B16-OVA cell line was gift from Dr. Nick Haining. HEK293T and TRAMP-C2 cell line were purchased from ATCC.

### Mice

Six to ten-week-old mice were used for all experiments. Wildtype C57BL/6 mice were purchased from The Jackson Laboratory. *Cd4-Cre* transgenic mice (purchased from The Jackson Laboratory, stock #017336) were crossed with *Lsd1* floxed mice (gifts from Dr. Stuart Orkin at Boston Children’s Hospital) to generate *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ knockout mice and *Lsd1*^*f/f*^ littermate control mice. Immunodeficient TCRα knockout mice were originally purchased from The Jackson Laboratory (stock #002116) and bred in-house. CD45.1 mice were purchased from The Jackson Laboratory (stock #002014). Prior to all experiments, purchased mice were allowed to acclimate to housing conditions at the Boston Children’s Hospital Animal Facility for one week. Mice were subcutaneously inoculated with tumor cells and were euthanized when tumor volumes exceed 2000 cubic millimeters. All experimental mice were housed in specific pathogen-free conditions and all animal procedures were performed in accordance with animal care guidelines and with the prior approval by the Boston Children’s Hospital Institutional Animal Care and Use Committee. Male animals were used for TRAMP-C2 related experiments. Female animals were mostly used for other experiments.

### Mouse subcutaneous tumor models

2.5 × 10^5^ or 5 × 10^5^ MC38 or B16, or 10^6^ TRAMP-C2 cells in 1× PBS were subcutaneously injected into the right hind flank of each pre-shaved wildtype, *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ or *Lsd1*^*f/f*^ mouse to establish tumors. Both male and female mice were used in MC38 and B16 tumor models and only male mice were used in TRAMP-C2 tumor model. Tumors were manually measured and recorded using a digital caliper starting from day 6 every 2–3 days. Tumor size was calculated using the following formula: ½ × length × width^2^. Mice reached the endpoint when tumor volumes were over 2000 mm^3^.

For T cell reconstitution, CD8^+^ T cells were isolated from spleens of *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ or *Lsd1*^*f/f*^ mice by magnetic separation using CD8a (Ly-2) microbeads (Miltenyi Biotec, cat#130-117-044) according to the instruction manual. The isolated CD8^+^ T cells were resuspended in 1× PBS and intravenously transferred into TCRα knockout mice at 8 million cells per mouse. On the next day, reconstituted mice were inoculated with 2.5 × 10^5^ MC38 cells for tumor growth and TIL analysis experiments.

For drug treatments, mice were administered with rat IgG2a isotype control (BioXCell, clone 2A3), anti-PD-1 (BioXCell, clone 29F.1A12), vehicle or GSK2879552 (MedChem Express, cat#HY-18632) at the time points shown in the figures. 100 μg anti-PD-1 or isotype control were injected intraperitoneally into each mouse every 3 days as indicated in the figures. GSK2879552 or vehicle was injected intraperitoneally into each mouse every day after tumor inoculation at a dose of ~1.5 mg/kg body weight. Prior to treatments, mice were randomized such that treatment groups had similar average tumor volumes prior to treatment initiation. FTY720 treatment was initiated at day 12 post-tumor inoculation at a dose of 1 mg/kg body weight and followed by intraperitoneal injection at a dose of 0.2 mg/kg daily until tumor collection.

### Isolation and in vitro activation of splenic CD8^+^ T cells

Spleens were harvested from *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ and *Lsd1*^*f/f*^ mice and CD8^+^ T cells were isolated by magnetic separation using CD8a (Ly-2) microbeads (Miltenyi Biotec, cat#130-117-044) according to the instruction manual. The isolated CD8^+^ T cells were resuspended in R10 medium at 5 × 10^5^/ml and plated onto 24-well plates pre-coated with 3 μg/ml anti-CD3 (BioLegend, cat#100340), supplemented with 2 μg/ml anti-CD28 (BioLegend, cat#102116) and 25 ng/ml IL-2 (PeproTech, cat#200-02). CD8^+^ T cells were treated with GSK2879552, iCRT3 (MedChem Express, cat#HY-103705) or vehicle as indicated. After 72 h of in vitro stimulation, activated CD8^+^ T cells were collected, stained with antibodies against surface markers, and when needed, fixed and permeabilized with a Foxp3/Transcription Factor Staining Buffer Set (eBioscience, cat#00-5523-00), followed by intracellular staining. 7-AAD Viability Staining Solution (BioLegend, cat#420404) was added lastly to exclude dead cells for unfixed cells, and LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (Thermo Fisher Scientific, cat#L10119) was used for cells subjected to fixation. Flow cytometry data were acquired on a BD LSR II or BD FACSymphony using FACSDiva v8.0.1 and analyzed by FlowJo 10.4 software.

### Tumor-infiltrating leukocyte analysis by flow cytometry

5 × 10^5^ MC38 or B16, or 10^6^ TRAMP-C2 cells were subcutaneously injected into the right flank of individual mouse and tumors were harvested on day 12–20 as indicated after tumor inoculation. Tumors were minced into small pieces and digested in RPMI1640 medium containing 400 U/ml type I collagenase (Worthington Biochemical Corporation, cat#LS004194) and 100 μg/ml DNase I (Sigma-Aldrich, cat#10104159001) for 20–30 min at 37 °C. Digested tumor tissue samples were neutralized with R10 medium and then filtered through a 70 μM cell strainer to obtain single cell suspensions. Samples were pelleted and resuspended in 5 ml of 40% Percoll (GE Healthcare, cat#17-0891-01) and underlayed by 3 ml of 70% Percoll in a 15 ml conical tube. After centrifugation at 800 g for 20 min with break set at 1, leukocytes were enriched at the interface between 40 and 70% Percoll gradient. Collected leukocytes from the gradient interface were then resuspended in ACK lysis buffer to remove red blood cells and then stained with antibodies against surface markers and intracellular proteins, or SIINFEKL H-2Kb Tetramer (NIH Tetramer Core Facility) as needed. For cytokine staining, leukocytes were first stimulated with 1 μM OVA_257–264_ peptides (Anaspec, cat#AS-60193-1) or PMA/Ionomycin in the presence of Golgiplug for 4 h. Stained tumor-infiltrating leukocyte (TIL) samples were run on a BD LSR II or BD FACSymphony using FACSDiva v8.0.1 and analyzed by FlowJo software. All antibodies were purchased from BioLegend, Thermo Fisher Scientific or BD Biosciences and were used at 1:200 dilution: SIINFEKL H-2K^b^ Tetramer (NIH Tetramer Core Facility); LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (ThermoFisher Scientific, L10119); IgG2a isotype control (clone 2A3, BioXCell, BE0089); anti-PD-1 (BioXCell, clone 29F.1A12, BE0273); CD45.2, BV421 (clone 104, BioLegend, Cat#109831); CD45.2, PE (clone 104, BioLegend, Cat#109807); CD45.1, FITC (clone A20, BioLegend, Cat#110705); CD3e, BV510 (clone145-2C11, BioLegend, Cat#100353); TCRb, BV510 (clone H57-587, BioLegend, Cat#109233); CD4, APC (clone RM4-5, BioLegend, Cat#100516); CD8b, APC/Cy7 (clone YTS156.7.7, BioLegend, Cat#126619); CD8b, PE (clone YTS156.7.7, BioLegend, Cat#126607); CD8a, BV605 (clone 53-6.7, BioLegend, Cat#100743); CD8a, BV510 (clone 53-6.7, BioLegend, Cat#100751); Foxp3, PE (clone FJK-16s, ThermoFisher Scientific, Cat#12-5773-82); Granzyme-B, FITC (clone GB11, BioLegend, Cat#515403); Ki-67, PercCP-Cy5.5 (clone B56, BD Biosciences, Cat#561284); CD44, FITC (clone IM7, BioLegend, Cat#103005); CD62L, BV510 (clone MEL-14, BioLegend, Cat#104441); CD62L, PE (clone MEL-14, BioLegend, Cat#104407); CD16/32 (clone 93, BioLegend, Cat#101320); 7-AAD viability staining solution (BioLegend, Cat#420404); CD11b, BV605 (clone M1/70, BioLegend, Cat#101237); Gr-1, APC-Cy7 (clone RB6-8C5, BioLegend, Cat#108423); TNFa, FITC (cloneMP6-XT22, BioLegend, Cat#506303); IL-2, PerCP-Cy5.5 (cloneJES6-5H4, BioLegend, Cat#503821); IFN-g, PE (clone XMG1.2, BioLegend, Cat#104407); PD-1, PE-Cy7 (29F.1A12, BioLegend, Cat#135215); Tim-3, PE(RMT3-23, BioLegend, Cat#119703); Tim-3, APC (RMT3-23, BioLegend, Cat#119705); TCF1/TCF7, AF647 (C63D9, CST, Cat#6709S); CD127, PE-Cy7 (A7R34, BioLegend, Cat#135013); CD127, FITC (A7R34, BioLegend, Cat#135007); TOX, PE (TXRX10, eBiosciences, Cat#12-6502-80); Slamf6, PE (clone 13G3, eBiosciences, Cat#12-1508-80).

### CD8^+^ TIL co-transfer assay

Congenic CD45.1^+^ and *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ (CD45.2^+^) mice were implanted with 5 × 10^5^ MC38 tumor cells for 14 days, followed by tumor excision and TIL isolation as described above. CD8^+^ TILs were further isolated by magnetic separation using CD8a (Ly-2) microbeads. The number of CD8^+^ TILs was quantified by staining a small aliquot with antibodies against CD45, CD3, and CD8 for flow cytometry. CD45.1^+^CD8^+^ wildtype TILs and CD45.2^+^CD8^+^ LSD1-deficient TILs were then mixed in equal numbers and intravenously transferred into TCRα knockout recipient mice at 20,000 cells per mouse. On the next day, recipient mice were implanted with 5 × 10^5^ MC38 tumor cells. After 14 days, TILs were isolated as described above and the frequencies of CD45.1^+^ and CD45.2^+^ cells among TCRβ^+^CD8^+^ TILs were analyzed by flow cytometry.

### In vivo transfer and persistence assay

7-week-old female C57BL/6J mice were subcutaneously implanted with 5 × 10^5^ MC38 cells on day 0. CD8^+^ TILs were isolated from MC38 tumors on day 20 as described above and stained with antibodies against CD45.2 (clone 104), CD3 (clone145-2C11), CD8 (clone YTS156.7.7), PD-1 (clone 29F.1A12) and TIM-3 (clone RMT3-23). 7-AAD Viability Staining Solution was used to exclude dead cells. PD-1^int^Tim-3^-^ or PD-1^hi^Tim-3^-^ CD8^+^ TILs were sorted and resuspended in PBS. 10,000 sorted cells of these two populations were transferred via intravenous tail vein injection into TCRα KO mice respectively, which were implanted with 2.5 × 10^5^ MC38 cells on the next day. TILs were isolated after 12–14 days of tumor implantation and analyzed to determine the number and immunological phenotype of the transferred CD8^+^ cells.

### Apoptosis assay

Tumor-infiltrating leukocytes isolated as described above were first stained with antibodies against surface markers in MACS buffer. After washing, cells were resuspended in Annexin V binding buffer and stained with Annexin V FITC (SouthernBiotech, cat#10010-02). Alternatively, cells in MACS buffer were incubated with CellEvent Caspase-3/7 Green Detection Reagent (Thermo Fisher Scientific, cat#C10740) for 25 min at 37 °C, and then incubated with SYTOX AADvanced dead cell stain solution for 5 min at 37 °C. Stained samples were analyzed with a BD LSR II for Annexin V positive or Caspase-3/7 positive cells.

### TCF/LEF luciferase reporter assay

HEK293T cells were transfected with TCF/LEF firefly luciferase reporter, renilla luciferase control reporter (gifts from Dr. Xi He at Boston Children’s Hospital) and mammalian expression plasmids carrying *Lsd1*, *Tcf7* isoforms or *β-catenin*. Cells were lysed 48 h post-transfection and luciferase activity was measured and calculated according to the Dual-Luciferase Reporter Assay System (Promega) instruction manual.

### RNA extraction and real-time qPCR

For RNA extraction, cells were lysed by directly adding TRIzol (Life Technologies, cat#15596018) onto cells after supernatant removal. Total RNA extraction was performed according to the manufacturer’s instructions. The extracted RNA was reversely transcribed into cDNA using the PrimeScript™ RT Reagent Kit (TaKaRa, cat#RR037B) and used for real-time quantitative PCR (qPCR). SYBR green (Life Technologies, cat#A25743) and gene specific primers (listed in Supplementary Table 1) were used for PCR amplification and detection on a QuantStudio 3 real-time PCR system (Applied Biosystems). The qPCR data were normalized to Gapdh and presented as fold changes of gene expression in the test sample compared to the control.

### Gene deletion by CRISPR/Cas9

The guide RNA (gRNA) oligos targeting mouse *Lsd1* and *B2m* (sequences listed in Supplementary Table 1) were annealed and cloned into a lenti-CRISPR-v2-Puromycin^+^ vector (Addgene, cat# #52961), respectively. Lentivirus carrying lenti-CRISPR plasmid was prepared by co-transfecting HEK293T cells with four helper plasmids (pHDM-VSV-G, pHDM-tat1b, pHDM-HgPM2, and pRC-CMVRaII), followed by viral supernatant collection after 72 h. To delete *Lsd1*, MC38 cells were transduced with lenti-CRISPR virus with the addition of 8 μg/ml polybrene (Sigma-Aldrich, cat#H9268), and selected with 1 μg/ml puromycin for 2 days. Cells were serially diluted to allow clone generation from single cells. Clones were validated for *Lsd1* knockout by sequencing of target genomic regions and immunoblotting. To delete *B2m*, MC38 cells were selected with 1 μg/ml puromycin for 7 days after viral transduction. Cells were then stained with anti-B2m PE (Santa Cruz, cat#sc-32241 PE) and sorted on a BD Aria for B2m-negative cells.

### Co-immunoprecipitation

HEK293T cells were transfected with the indicated plasmids carrying HA- or Flag-tagged *Lsd1* or *Tcf7* isoforms, and harvested 48 h post-transfection. Cell pellets were lysed for 20 min on ice in IP lysis buffer (50 mM Tris pH 7.5, 150 mM NaCl, 0.1% NP-40, 0.1% Triton X-100, 10% glycerol) supplemented with Complete EDTA-free protease inhibitor cocktail (Sigma-Aldrich, cat#5892791001), 1 mM PMSF and PhosSTOP (Sigma-Aldrich, cat#04906837001). Protein lysates were briefly sonicated to shear chromatin and then cleared by 15 min centrifugation to pellet cell debris. Cleared protein lysates were incubated with anti-HA magnetic beads (Thermo Fisher Scientific, cat#88837) or anti-FLAG agarose beads (Sigma-Aldrich, cat#A2220) for 2 h at 4 °C. Immunoprecipitates were then washed three times with the IP lysis buffer and eluted using three resin volumes of the elution buffer (0.5 µg/ml FLAG peptide in IP lysis buffer for anti-FLAG resin; 1x SDS loading buffer for anti-HA resin).

### Immunoblotting analysis

Whole-cell lysates and immunoprecipitated eluents were denatured with SDS loading buffer and boiled for 5 min at 95 °C before resolved on SDS-PAGE gels. Proteins were then transferred onto nitrocellulose membrane, probed with the indicated primary antibodies and detected with HRP-conjugated secondary antibodies.

### RNA-seq sample processing

CD8^+^ TILs were isolated from MC38 tumor-bearing *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ and *Lsd1*^*f/f*^ mice on day 18 as described above. CD8^+^ TILs from two individual tumor-carrying *Lsd1*^*f/f*^ mice were combined as a biological replicate, and CD8^+^ TILs from each individual tumor-carrying *Cd4-Cre*^*+*^*Lsd1*^*f/f*^ mouse was used as a biological replicate. CD8^+^ TILs were stained with antibodies against CD45.2 (clone 104), TCRβ (clone H57-587), CD8 (clone YTS156.7.7), CD44 (clone IM7) and PD-1 (clone 29F.1A12), and 7-AAD Viability Staining Solution was used to exclude dead cells. The CD45.2^+^TCRβ^+^CD8^+^CD44^+^PD-1^+^ cells were then sorted on a BD Aria. Approximately 10,000–20,000 sorted cells for each biological replicate were directly lysed in 1 ml TRIzol Reagent (Life Technologies, cat#15596018). After incubation for 5 min, 0.2 ml chloroform was added and mixed by inverting the tubes several times. Samples were incubated for 2–3 min and later centrifuged for 15 min at 12,000 × *g* at 4 °C. The upper aqueous phase containing the RNA was collected and mixed with an equal volume of 70% ethanol, which was then loaded into a spin column from a RNeasy Micro Kit (Qiagen, cat#74004) and subjected to RNA isolation according to the instruction manual. The on-column DNase digestion was conducted to eliminate DNA contamination.

Purified total RNA was quantified by Qubit (Invitrogen) and used to generate rRNA-depleted RNA with a NEBNext® rRNA Depletion Kit (New England Biolabs, cat#E6310S) according to the manufacturer’s instructions. The rRNA-depleted RNA was purified with a RNA Clean & Concentrator-5 kit (Zymo Research, cat#R1016) and then used to generate a directional RNA library with a NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina® (New England Biolabs, cat#E7760L) and NEBNext® Multiplex Oligos for Illumina® (New England Biolabs, cat#E7335L) according to the manufacturer’s instructions. Library concentrations and quality were assessed on a Bioanalyzer and by qPCR. The library was sequenced at Nextseq 500 (Illumina) to generate reads from paired-ends (43 bp + 42 bp). The raw data are deposited at the Gene Expression Omnibus (GEO) under the subseries entry GSE147130.

### RNA-seq data analyses and functional interpretations

The software STAR^65^ (version 2.4.0e) was used to generate genome indices for mouse reference genome (GRCm38/mm10, December 2011), with two particular specifications including gene annotations, i.e., GENCODE^66^ (vM23, September 2019), and exon-exon junctions, i.e., 35 nucleotides used in constructing the splice junctions database. Next, the high quality paired-end RNA-seq reads were aligned to mouse reference genome, and the consequence of alignment served as the input for featureCounts (version 1.5.0)^67^ to quantify raw read counts for 55,385 annotated genes, including 21,856 protein-coding genes. Moreover, the normalized unit of reads per kilobase per million mapped reads (RPKM) was generated for every gene annotated in GENCODE, in order to fit the primary request of principle component analysis (PCA). The R function *prcomp* was used to perform PCA by using the genes having RPKM ≥ 1 in at least two samples, and the returned two vectors were used as coordinates to make a scatter plot in a 2-dimensional plane.

We used R package DESeq2^68^ (version 1.14.1) to identify differentially expressed (DEX) genes between WT and KO. The raw read count per gene served as the input for DESeq2. The GC content correction from CQN package was incorporated to DESeq2^69^. Since four samples were collected in either condition, they were treated as biological replicates to improve the reliability of DEX genes identification. Statistical tests for differential expression were based on a model using the negative binomial distribution. The reported statistical significances were corrected for multiple testing using the Benjamini–Hochberg procedure with a false discovery rate less than 0.01. In addition, to be called DEX genes we required the fold change > 1.5. The up- and downregulated genes in KO condition were separately queried to Gene Ontology Consortium for gene ontology enrichment assessment, including biological process (BP), molecular function (MF), and cellular component (CC). Moreover, we utilized the software GSEA (version 4.0.3)^70^ to survey the statistically significant concordant differences between KO and WT by using the normalized gene RPKM values, and consequently compared the KO upregulated gene sets to “C7: immunologic signatures” to explore any overrepresented functional term. In addition, a list of upregulated genes and a list of downregulated genes with the cutoff set at FC > 1.5 and FDR < 0.01 were sorted. The lists of these genes were uploaded onto the online DAVID (https://david.ncifcrf.gov/summary.jsp) bioinformatics resources to analyze for enriched GO terms under the category of GOTERM_BP_DIRECT.

### TCF1 ChIP-seq data analyses

The previously published TCF1 ChIP-seq data on splenic CD8^+^ T cells were downloaded from GEO under accession number GSE73240, for which call peaks were conducted with MACS v1.4.2 with TCF1 KO cells as control and with a stringent cutoff (FC ≥ 4, *p* < 10^−5^ and FDR < 0.05)^43^. 7807 TCF1 binding sites were retrieved and assigned to gene TSS (−2 kb to 2 kb).

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 8 software and statistical significance was determined by *p* < 0.05. An unpaired Student’s *t* test was used for comparisons between two groups and a two-way ANOVA was used for multiple comparisons of tumor growth. For comparing mouse survival curves, a Log-rank (Mantel–Cox) test was used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The RNA-seq data are deposited at the Gene Expression Omnibus (GEO) under the accession code GSE147130. The previously published ChIP-seq data are accessible with the code GSE73240. The remaining data of this study are available within the Article, Supplementary Information files or Source Data file. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: LSD1 inhibition sustains T cell invigoration with a durable response to PD-1 blockade
**Source:** Nat Commun. 2021 Nov 24;12:6831. doi: 10.1038/s41467-021-27179-7
**Supplement:** Supplementary file 1 — Supplementary Information

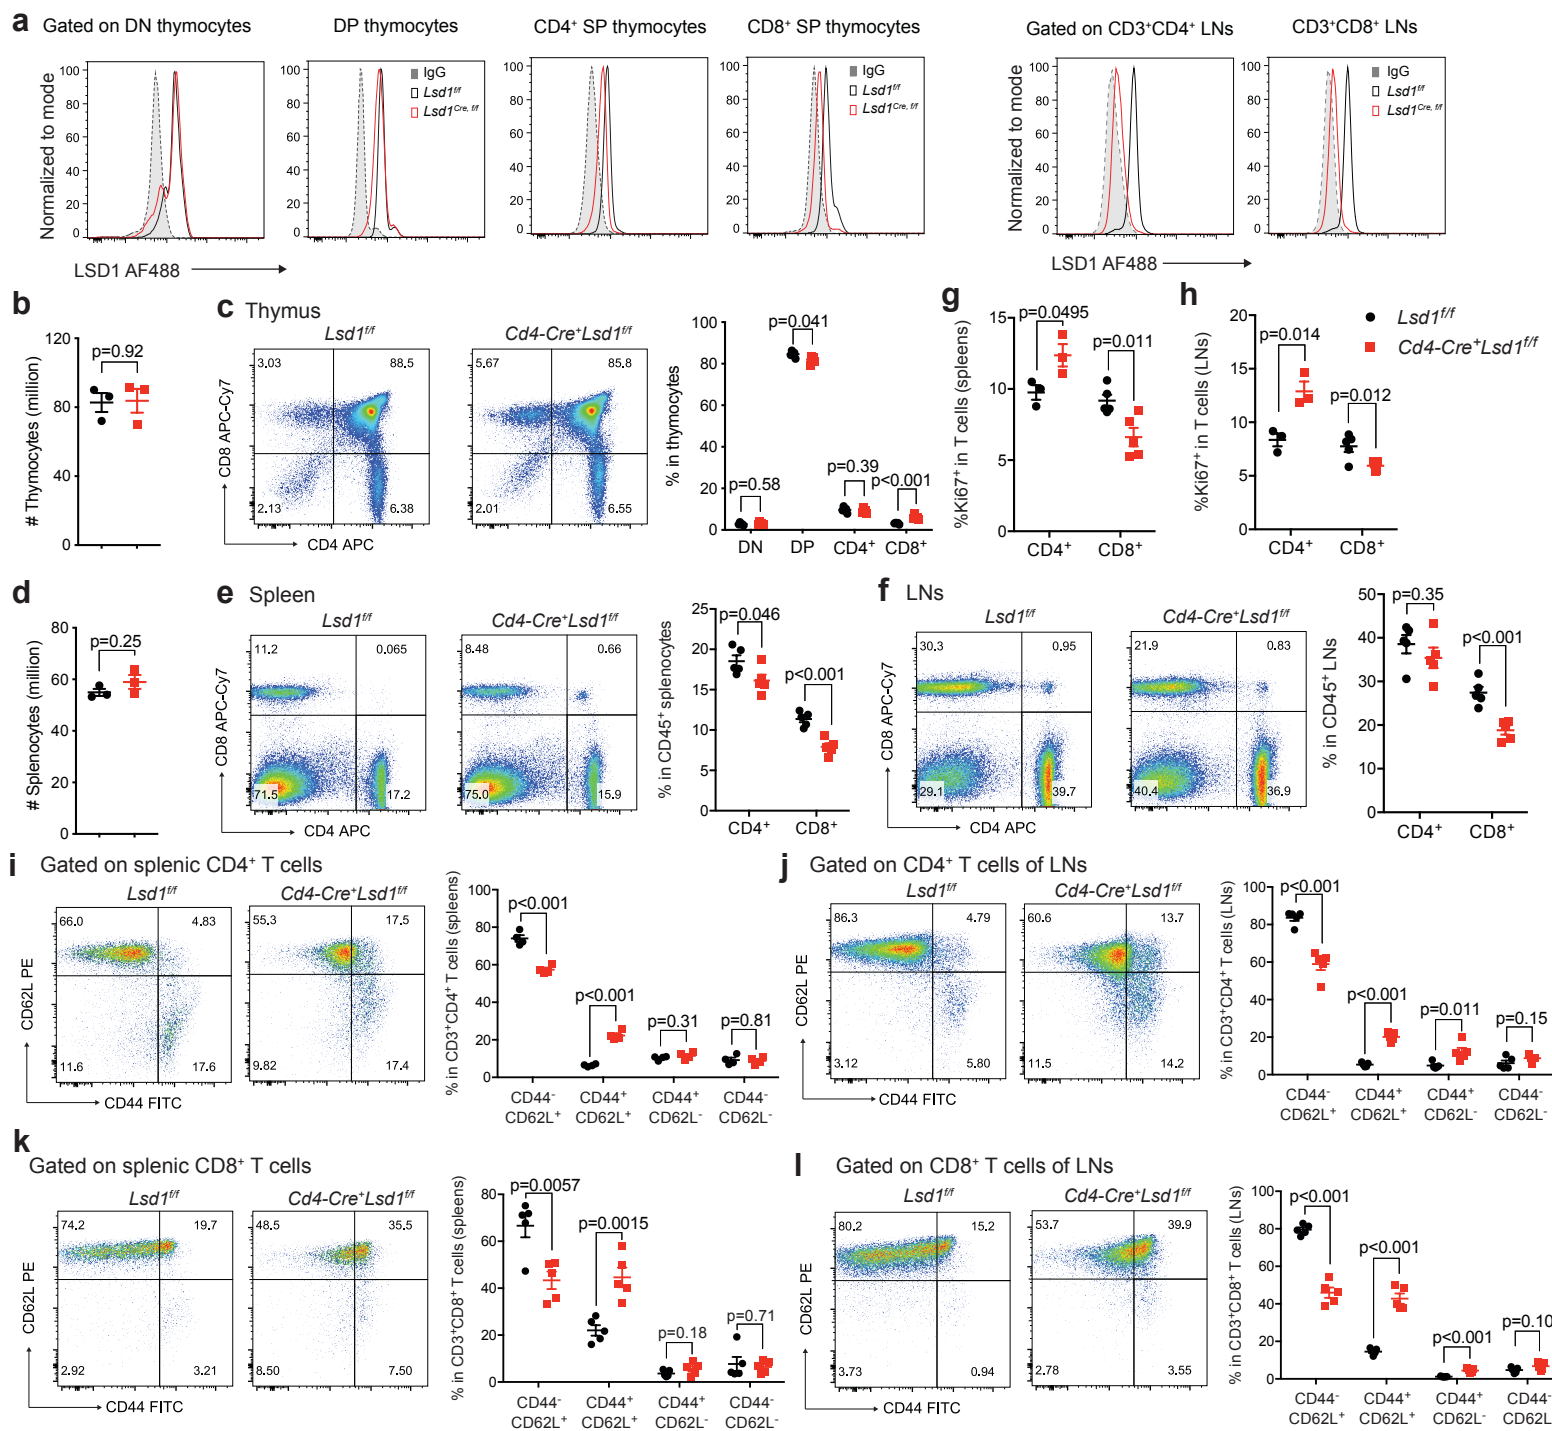

### Supplementary Fig. 1 Characterization of T cells in T cell-specific *Lsd1* knockout mice.

**a**, Flow cytometry analysis of LSD1 protein expression in thymocytes at indicated developmental stages or in mature CD4<sup>+</sup> and CD8<sup>+</sup> T cells isolated from lymph nodes of *Lsd1<sup>ff</sup>* and *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* mice. **b**, **c**, Cell numbers of total thymocytes (**b**, n=3 per group) and percentages of thymocytes at different stages of T cell development (**c**, n=3 per group) analyzed by flow cytometry. **d**, **e**, Cell numbers of total splenocytes (**d**, n=3 per group) and frequencies of CD3<sup>+</sup>CD4<sup>+</sup> and CD3<sup>+</sup>CD8<sup>+</sup> T cells in spleens (**e**, n=5 per group). **f**, Frequencies of CD3<sup>+</sup>CD4<sup>+</sup> and CD3<sup>+</sup>CD8<sup>+</sup> T cells in lymph nodes (n=5 per group). **g**, **h**, Frequencies of Ki67-expressing CD4<sup>+</sup> and CD8<sup>+</sup> T cells in spleens (**g**) and lymph nodes (**h**) (n=3 per group for CD4<sup>+</sup> and n=5 per group for CD8<sup>+</sup>). **i-l**, Phenotypic analysis of CD4<sup>+</sup> (**i**, **j**) and CD8<sup>+</sup> (**k**, **l**) T cells in peripheral lymphoid organs based on the expression of surface markers CD44 and CD62L (n=5 per group). Data represent two independent experiments (**a-d**) or are pooled from two independent experiments (**e-l**), and are presented as mean ± SEM (**a-l**). Statistical significance was determined by two-sided unpaired t test (**a-l**).

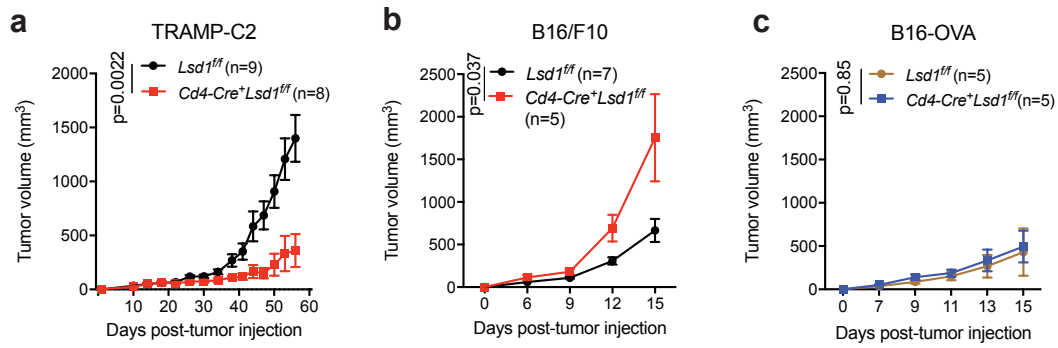

**Supplementary Fig. 2 LSD1 depletion in T cells differentially affects tumor growth depending on tumor context.**

**a-c**, Tumor growth curves of *Lsd1<sup>ff</sup>* and *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* mice subcutaneously inoculated with TRAMP-C2 (**a**), B16/F10 (**b**) or B16-OVA (**c**) tumor cells. Data represent two independent experiments (**a**, **b**) and are presented as mean  $\pm$  SEM. Statistical significance was determined by two-sided unpaired t test.

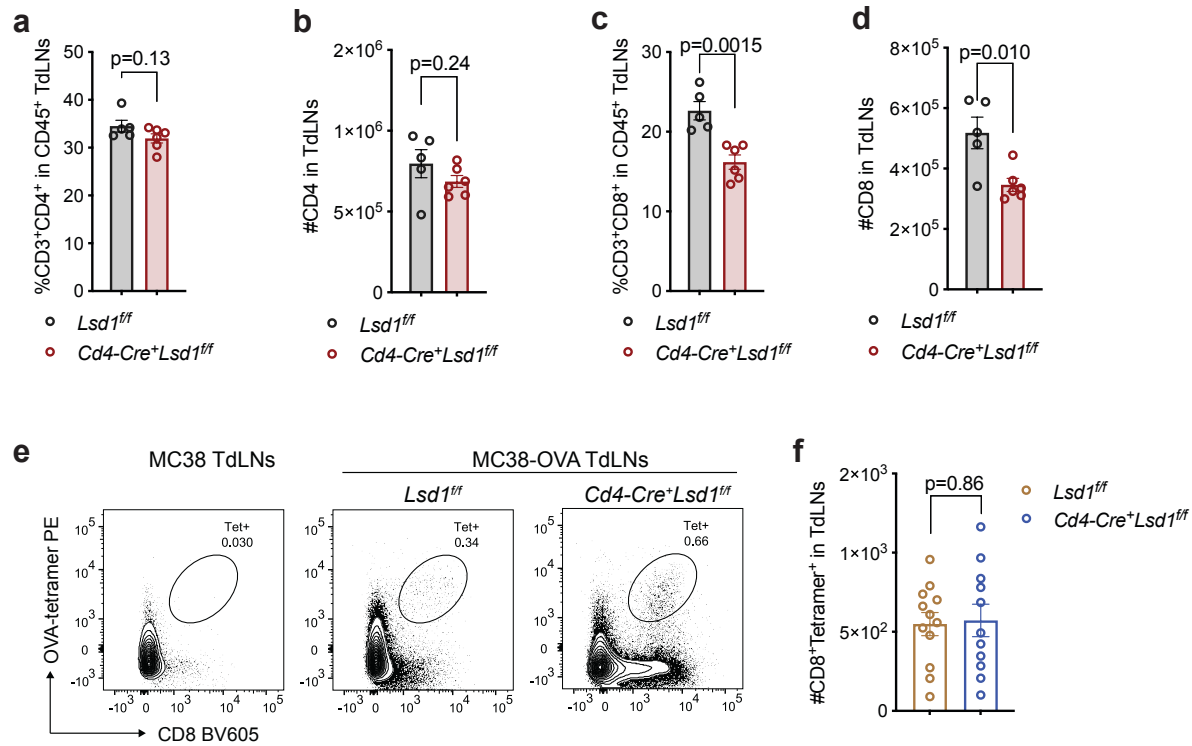

### Supplementary Fig. 3 Cellularity of T cells in TdLNs.

**a-d**, Frequencies (**a**, **c**) and cell numbers (**b**, **d**) of CD4<sup>+</sup> and CD8<sup>+</sup> T cells in TdLNs of *Lsd1<sup>ff</sup>* and *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* mice carrying MC38 tumors (*Lsd1<sup>ff</sup>* group,  $n=5$ ; *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* group,  $n=6$ ). **e**, **f**, Representative flow plots (**e**) and cell numbers (**f**) of CD8<sup>+</sup>Tetramer<sup>+</sup> T cells in TdLNs of *Lsd1<sup>ff</sup>* and *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* mice carrying MC38-OVA tumors (*Lsd1<sup>ff</sup>* group,  $n=12$ ; *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* group,  $n=11$ ). Data represent two independent experiments (**a-d**) or are pooled from three independent experiments (**f**), and are presented as mean  $\pm$  SEM (**a-f**). Statistical significance was determined by two-sided unpaired t test (**a-f**).

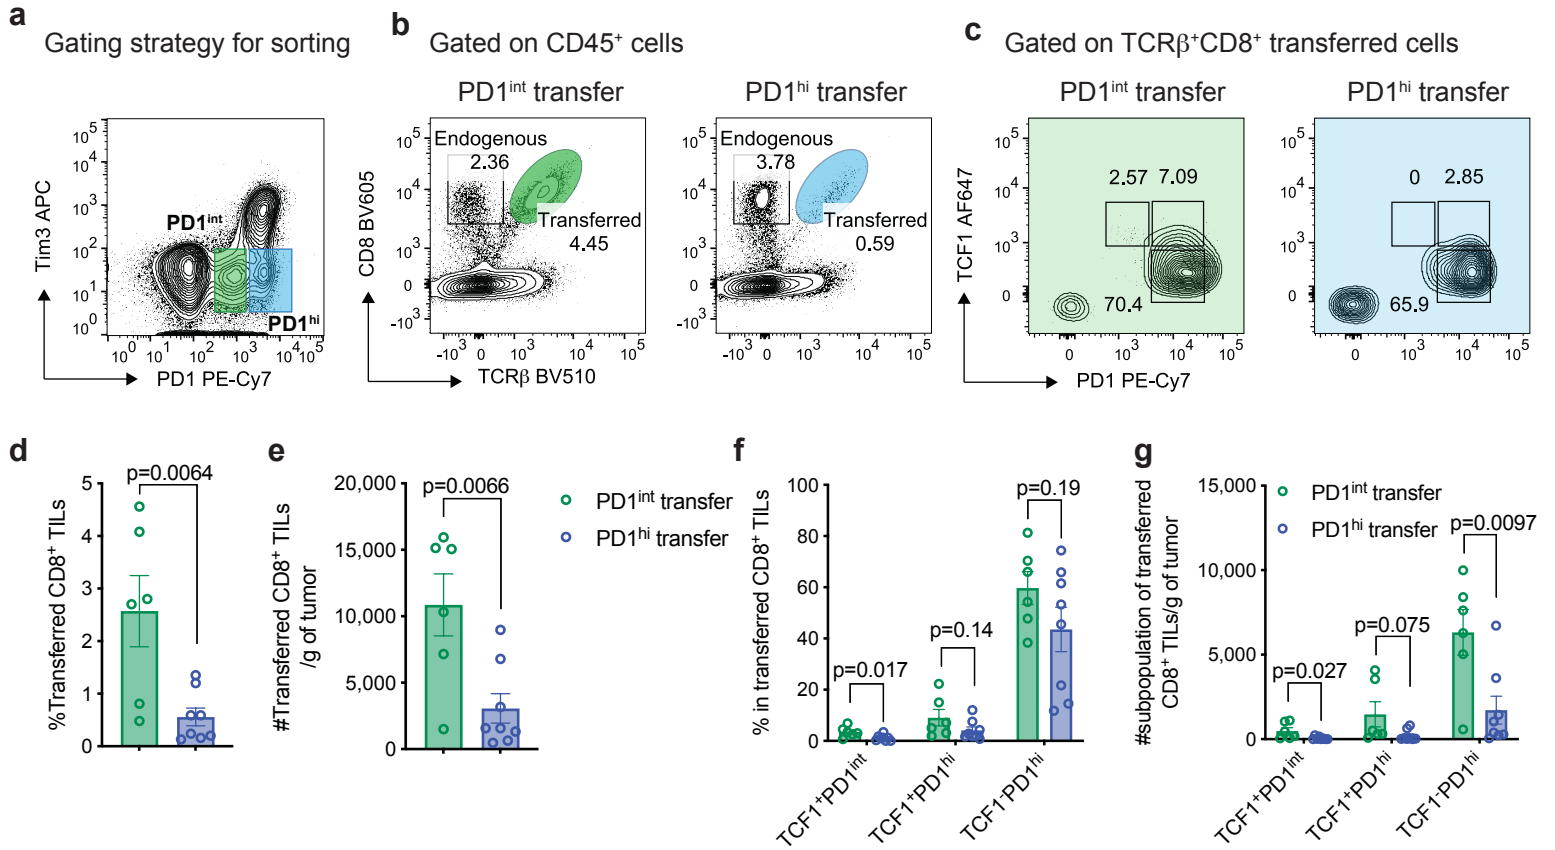

**Supplementary Fig. 4 PD-1<sup>int</sup> CD8<sup>+</sup> TILs generate numerically more terminally exhausted cells than do PD-1<sup>hi</sup> cells.**

**a-c**, Representative flow plots showing the gating strategy for sorting MC38 tumor-infiltrating PD-1<sup>int</sup>Tim-3<sup>-</sup> (PD-1<sup>int</sup>) and PD-1<sup>hi</sup>Tim-3<sup>-</sup> (PD-1<sup>hi</sup>) CD8<sup>+</sup> T cells for adoptive cell transfer (**a**), the detection of donor CD8<sup>+</sup> TILs 12~14 days after being adoptively transferred into MC38 tumor-bearing recipient mice (**b**), and the phenotype of transferred cells (**c**). **d, e**, Frequencies (**d**) and cell numbers (**e**) of adoptively transferred CD8<sup>+</sup> TILs in the TME (PD1<sup>int</sup> transfer group, n=6; PD1<sup>hi</sup> transfer group, n=8). **f, g**, Frequencies (**f**) and cell numbers (**g**) of three subpopulations derived from adoptively transferred PD-1<sup>int</sup> or PD-1<sup>hi</sup> CD8<sup>+</sup> TILs (PD1<sup>int</sup> transfer group, n=6; PD1<sup>hi</sup> transfer group, n=8). Data are presented as mean ± SEM (**d-g**). Statistical significance was determined by two-sided unpaired t test (**d-g**).

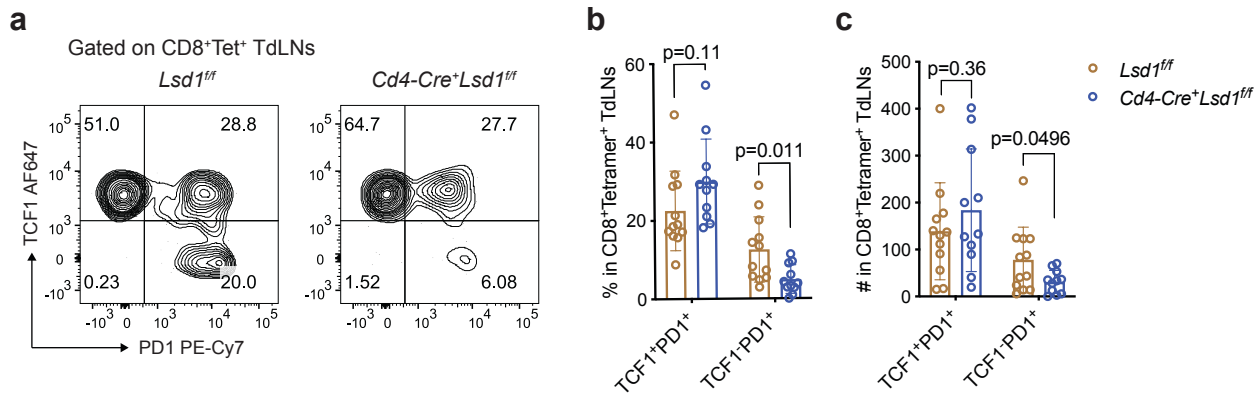

**Supplementary Fig. 5 Phenotypic analysis of antigen-specific CD8<sup>+</sup> T cells in TdLNs.**

**a-c**, Representative flow plots (**a**), percentages (**b**) and cell numbers (**c**) of TCF1<sup>+</sup>PD-1<sup>+</sup> and TCF1<sup>-</sup>PD-1<sup>+</sup> cells in CD8<sup>+</sup>Tetramer<sup>+</sup> TdLNs of mice carrying MC38-OVA tumors (*Lsd1<sup>fl/fl</sup>* group, n=12; *Cd4-Cre<sup>+</sup>Lsd1<sup>fl/fl</sup>* group, n=11). Data are pooled from three independent experiments and presented as mean ± SEM (**b**, **c**). Statistical significance was determined by two-sided unpaired t test (**b**, **c**).

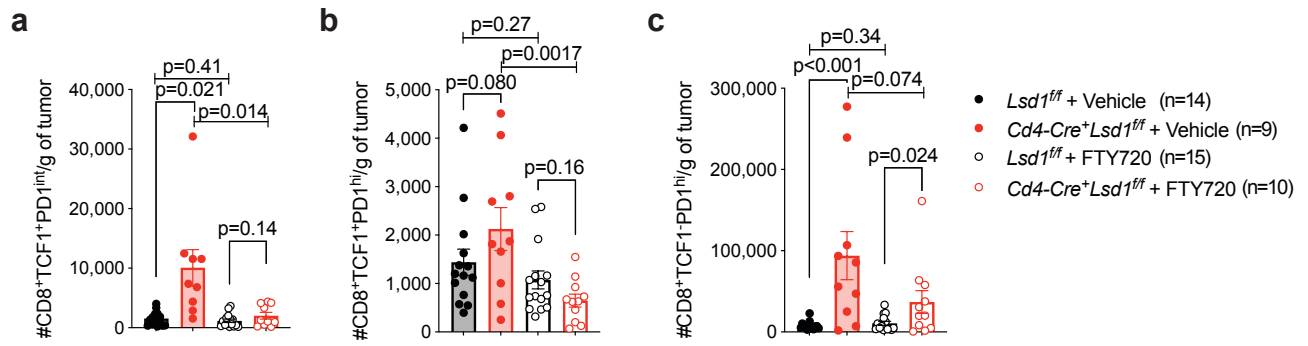

**Supplementary Fig. 6 Phenotypic analysis of CD8<sup>+</sup> TILs in response to FTY720 treatment.**

**a-c**, Cell numbers of TCF1<sup>+</sup>PD-1<sup>int</sup> (**a**), TCF1<sup>+</sup>PD-1<sup>hi</sup> (**b**) and TCF1<sup>+</sup>PD-1<sup>hi</sup> (**c**) subsets of CD8<sup>+</sup> TILs analyzed by flow cytometry on day 22 after MC38 tumor implantation. FTY720 treatment was initiated on day 12 and continued for 10 days. Data are pooled from two independent experiments and presented as mean ± SEM (**a-c**). Sample sizes are as indicated. Statistical significance was determined by two-sided unpaired t test (**a-c**).

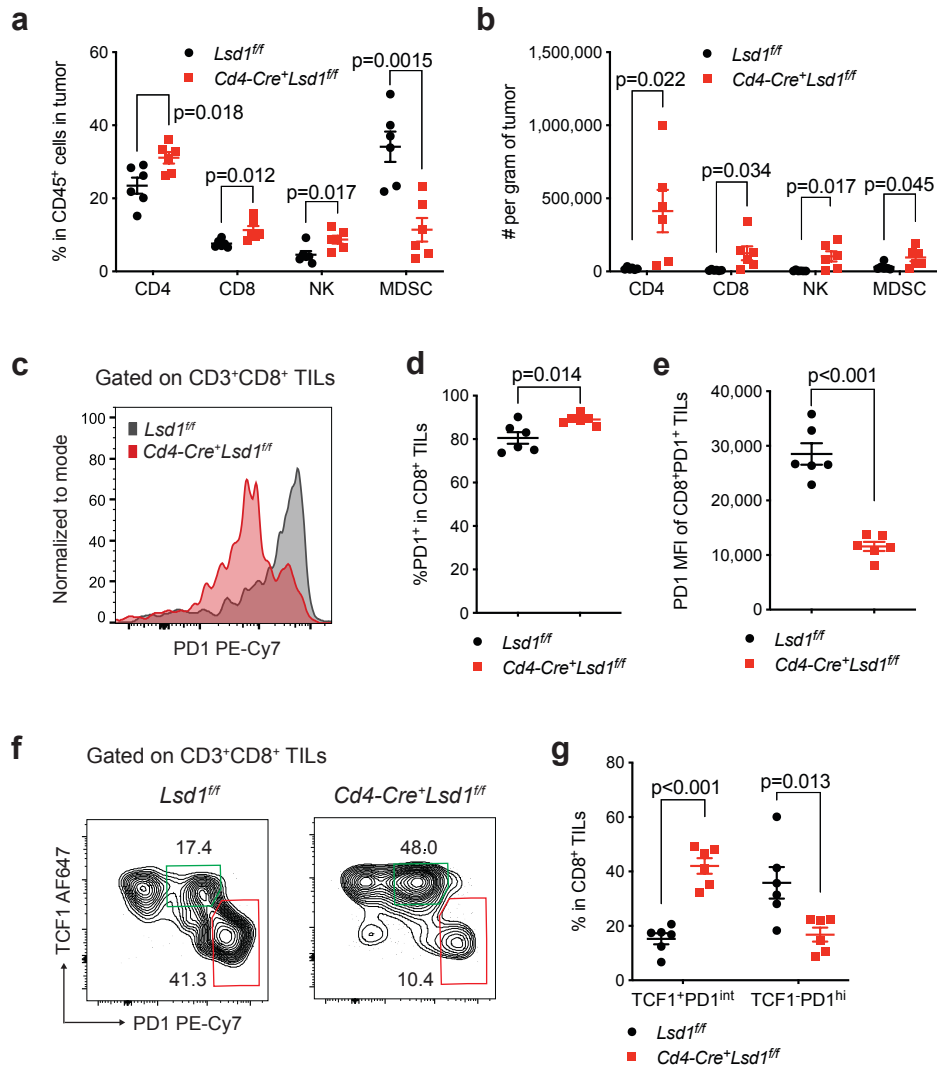

**Supplementary Fig. 7 LSD1 depletion preserves TCF1<sup>+</sup>PD-1<sup>int</sup> progenitor exhausted CD8<sup>+</sup> T cells in TRAMP-C2 tumors.**

**a, b,** Frequencies (**a**) and cell numbers (**b**) of intratumoral CD3<sup>+</sup>CD4<sup>+</sup> T cells, CD3<sup>+</sup>CD8<sup>+</sup> T cells, CD3<sup>+</sup>CD49b<sup>+</sup> NK cells and CD11b<sup>+</sup>Gr1<sup>+</sup> MDSCs among gated CD45<sup>+</sup> leukocytes analyzed by flow cytometry in *Lsd1<sup>ff</sup>* and *Cd4-Cre<sup>+</sup>Lsd1<sup>ff</sup>* male mice carrying TRAMP-C2 tumors (n=6 per group). **c-e,** A representative flow plot of PD-1 expression by CD8<sup>+</sup> TILs (**c**), frequencies (**d**) and PD-1 MFI (**e**) of CD8<sup>+</sup>PD-1<sup>+</sup> TILs (n=6 per group). **f, g,** Representative flow plots (**f**) and percentages (**g**) of TCF1<sup>+</sup>PD-1<sup>int</sup> and TCF1<sup>+</sup>PD-1<sup>hi</sup> cells in CD8<sup>+</sup> TILs (n=6 per group). Data represent two independent experiments and are presented as mean ± SEM (**a-g**). Statistical significance was determined by two-sided unpaired t test (**a-g**).

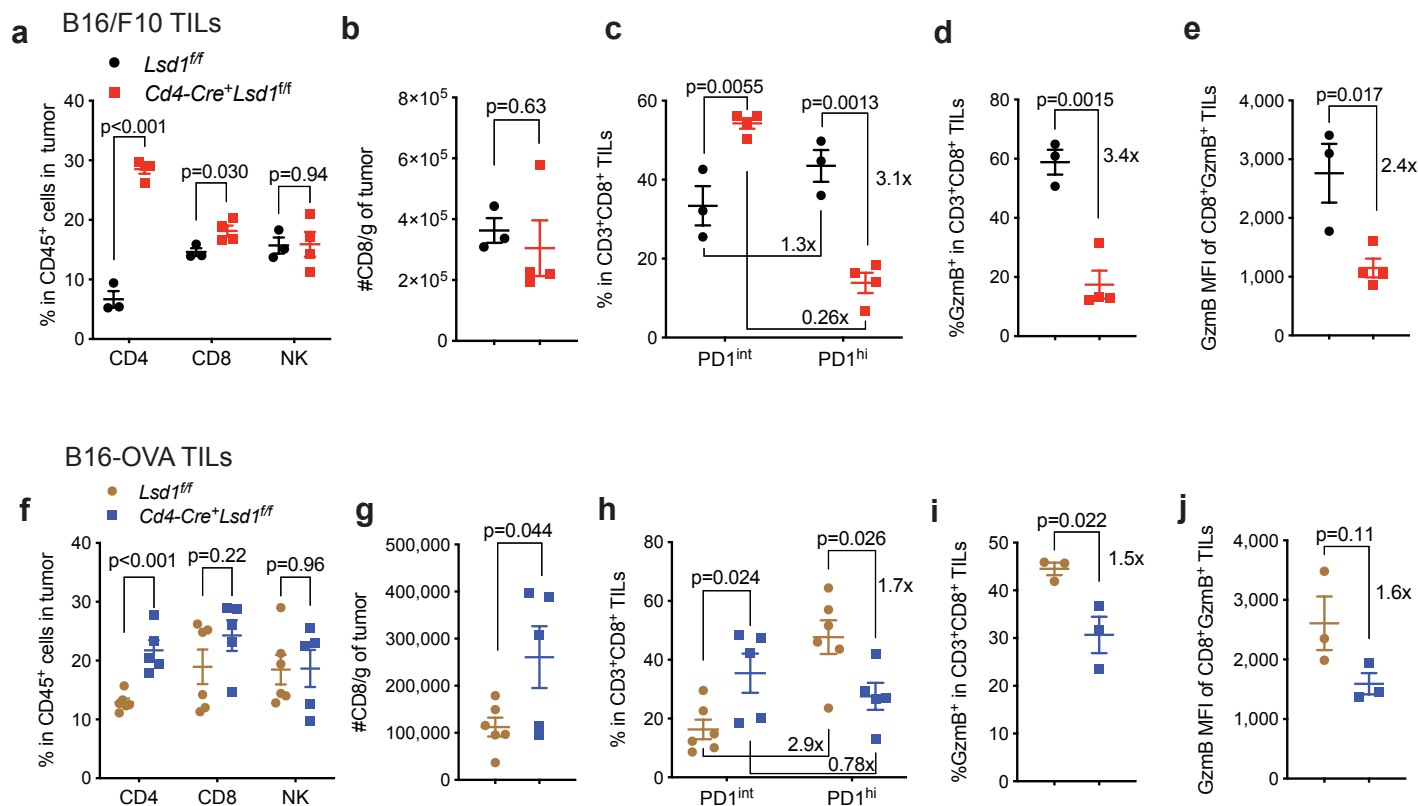

**Supplementary Fig. 8 The PD-1<sup>int</sup> progenitor subset of exhausted CD8<sup>+</sup> TILs are consistently elevated by LSD1 loss in B16 tumor models.**

**a-e**, Percentages of CD4<sup>+</sup> T cells, CD8<sup>+</sup> T cells and NK cells among gated CD45<sup>+</sup> leukocytes (**a**), cell numbers of CD8<sup>+</sup> TILs (**b**), percentages of PD-1<sup>int</sup> cells and PD-1<sup>hi</sup> cells in CD8<sup>+</sup> TILs (**c**), percentages of GzmB<sup>+</sup> cells in CD8<sup>+</sup> TILs (**d**) and GzmB MFI of CD8<sup>+</sup>GzmB<sup>+</sup> TILs (**e**), analyzed by flow cytometry on day 18 after B16/F10 tumor implantation (*Lsd1<sup>ff</sup>* group, n=3; *Cre<sup>+</sup>Lsd1<sup>ff</sup>* group, n=4). **f-j**, Percentages of CD4<sup>+</sup> T cells, CD8<sup>+</sup> T cells and NK cells among gated CD45<sup>+</sup> leukocytes (**f**), cell numbers of CD8<sup>+</sup> TILs (**g**), percentages of PD-1<sup>int</sup> cells and PD-1<sup>hi</sup> cells in CD8<sup>+</sup> TILs (**h**), percentages of GzmB<sup>+</sup> cells in CD8<sup>+</sup> TILs (**i**) and GzmB MFI of CD8<sup>+</sup>GzmB<sup>+</sup> TILs (**j**), analyzed by flow cytometry on day 18 after B16-OVA tumor implantation. n=6 (*Lsd1<sup>ff</sup>* group) or n=5 (*Cre<sup>+</sup>Lsd1<sup>ff</sup>* group) over two independent experiments (**f-h**). n=3 per group (**i, j**). Data are presented as mean ± SEM (**a-j**). Statistical significance was determined by two-sided unpaired t test (**a-j**).

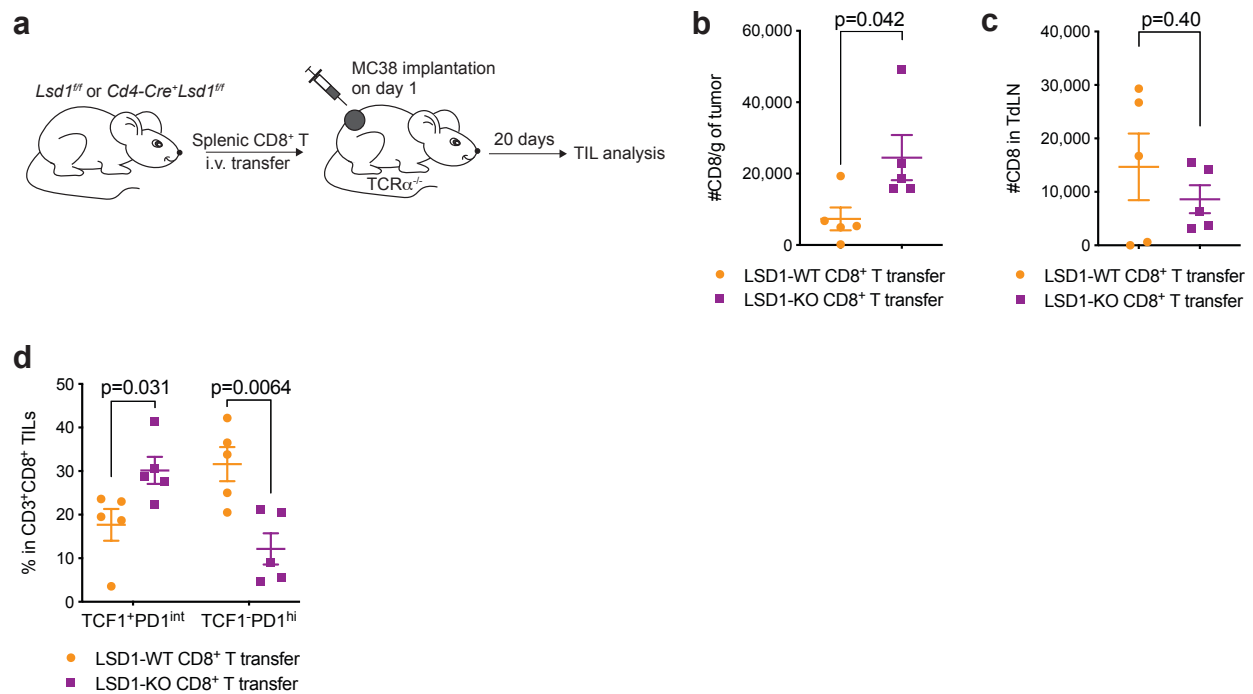

**Supplementary Fig. 9 LSD1 depletion intrinsically enhances the infiltration of CD8<sup>+</sup> TILs and their progenitor phenotype.**

**a**, Experimental design of splenic CD8<sup>+</sup> T cell transfer and tumor implantation. **b**, **c**, Cell numbers of transferred CD8<sup>+</sup> T cells in MC38 tumors (**b**) or TdLNs (**c**). **d**, Percentages of TCF1<sup>+</sup>PD-1<sup>int</sup> and TCF1<sup>+</sup>PD-1<sup>hi</sup> cells in CD8<sup>+</sup> TILs analyzed by flow cytometry. Data are presented as mean  $\pm$  SEM (**b-d**,  $n=5$  per group). Statistical significance was determined by two-sided unpaired t test (**b-d**).

**a** Gating strategy for sorting CD8<sup>+</sup>CD44<sup>+</sup>PD1<sup>+</sup> TILs

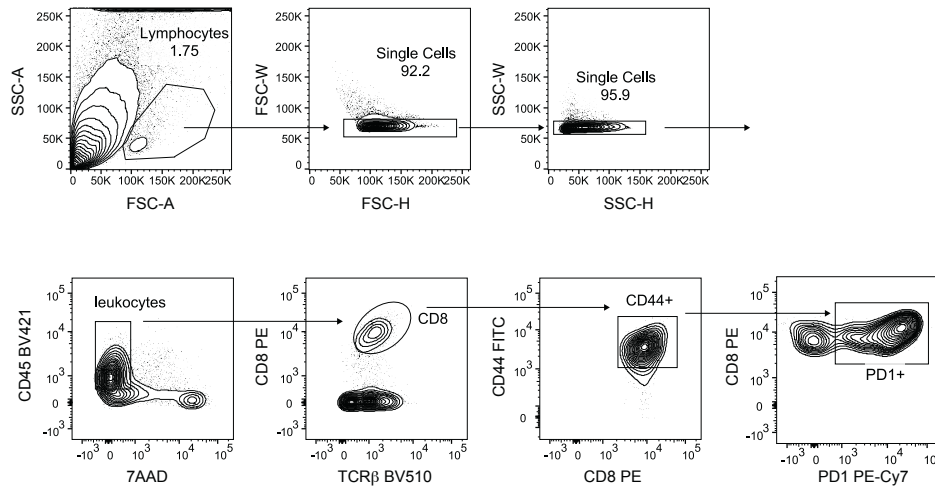

**b**

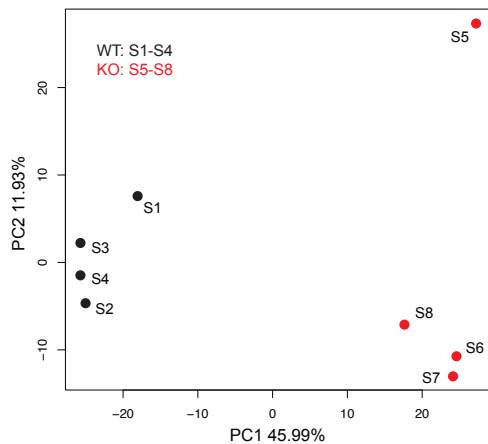

**c**

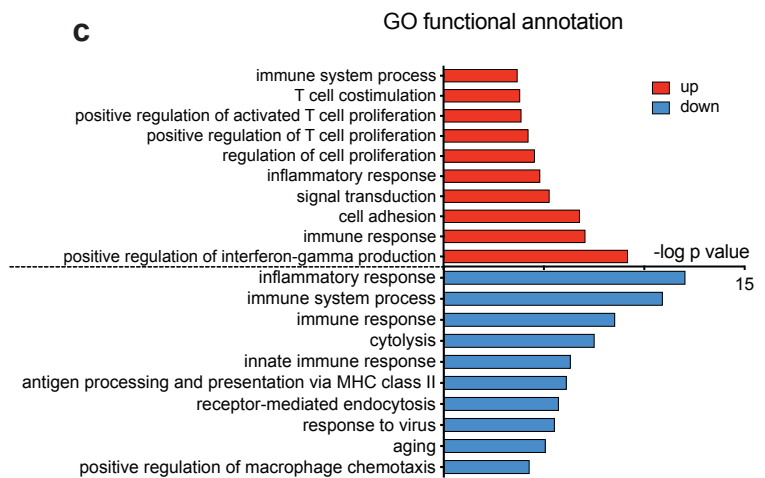

**Supplementary Fig. 10 Biological processes regulated by LSD1 in CD8<sup>+</sup> TILs.**

**a**, Flow plots depicting the gating strategy for sorting CD8<sup>+</sup>CD44<sup>+</sup>PD-1<sup>+</sup> TILs from MC38 tumors for RNA-seq analysis. **b**, Principal component analysis (PCA) of RNA-seq data on LSD1-deficient and wildtype CD8<sup>+</sup>CD44<sup>+</sup>PD-1<sup>+</sup> TILs (n=4 per group). **c**, Gene ontology (GO) analysis of differentially expressed genes (FC > 1.5 and FDR < 0.01) in LSD1-deficient versus wildtype CD8<sup>+</sup> TILs (n=4 per group).

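The counts behind the PCA were also put into prcomp as log2(CPM + 1), centered and unscaled, over the 16356 genes with at least 1 CPM in at least 2 samples. The first component held 39.8% of the variance and the second 12.9%. On the first component the WT samples lay between -44.5 and -27.9 and the KO samples between 26.4 and 40.5, so it separated the groups. On the second component the KO samples spread from -35.6 (S5) to 44.9 (S6), wider than the WT samples, which lay between -10.5 and 6.9. On untransformed CPM the first component held 69.2% and did not separate the groups, whereas on untransformed RPKM it held 44.4% and separated them.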

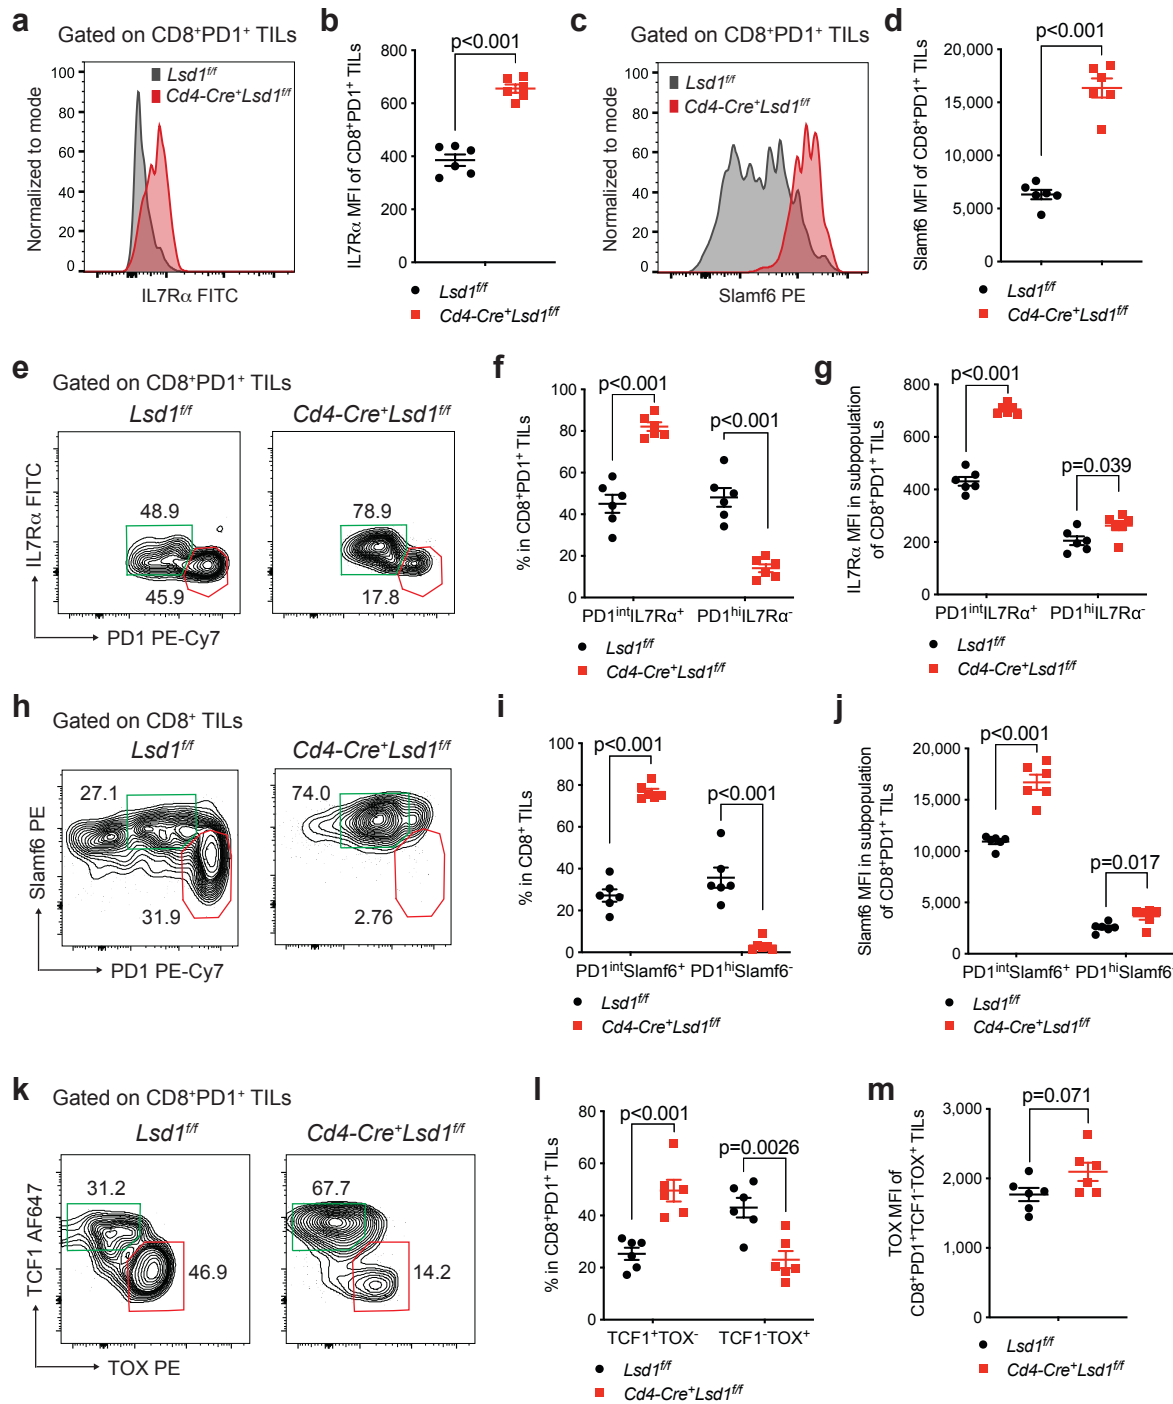

**Supplementary Fig. 11 LSD1 loss upregulates self-renewal genes in progenitor exhausted CD8<sup>+</sup> TILs of TRAMP-C2 tumors.**

**a, b**, A representative flow plot of IL7Rα expression (**a**) and IL7Rα MFI (**b**) of CD8<sup>+</sup>PD1<sup>+</sup> TILs isolated from TRAMP-C2 tumors (n=6 per group). **c, d**, A representative flow plot of Slamf6 expression (**c**) and Slamf6 MFI (**d**) of CD8<sup>+</sup>PD1<sup>+</sup> TILs (n=6 per group). **e-g**, Representative flow plots (**e**), percentages (**f**) and IL7Rα MFI (**g**) of PD1<sup>int</sup>IL7Rα<sup>+</sup> and PD1<sup>hi</sup>IL7Rα<sup>-</sup> cells in CD8<sup>+</sup>PD1<sup>+</sup> TILs (n=6 per group). **h-j**, Representative flow plots (**h**), percentages (**i**) and Slamf6 MFI (**j**) of PD1<sup>int</sup>Slamf6<sup>+</sup> and PD1<sup>hi</sup>Slamf6<sup>-</sup> cells in CD8<sup>+</sup> TILs (n=6 per group). **k, l**, Representative flow plots (**k**) and percentages (**l**) of TCF1<sup>+</sup>TOX<sup>-</sup> and TCF1<sup>+</sup>TOX<sup>+</sup> cells in CD8<sup>+</sup>PD1<sup>+</sup> TILs (n=6 per group). **m**, TOX MFI of CD8<sup>+</sup>PD1<sup>+</sup>TCF1<sup>+</sup>TOX<sup>+</sup> TILs (n=6 per group). Data represent two independent experiments and are presented as mean ± SEM. Statistical significance was determined by two-sided unpaired t test (**a-m**).

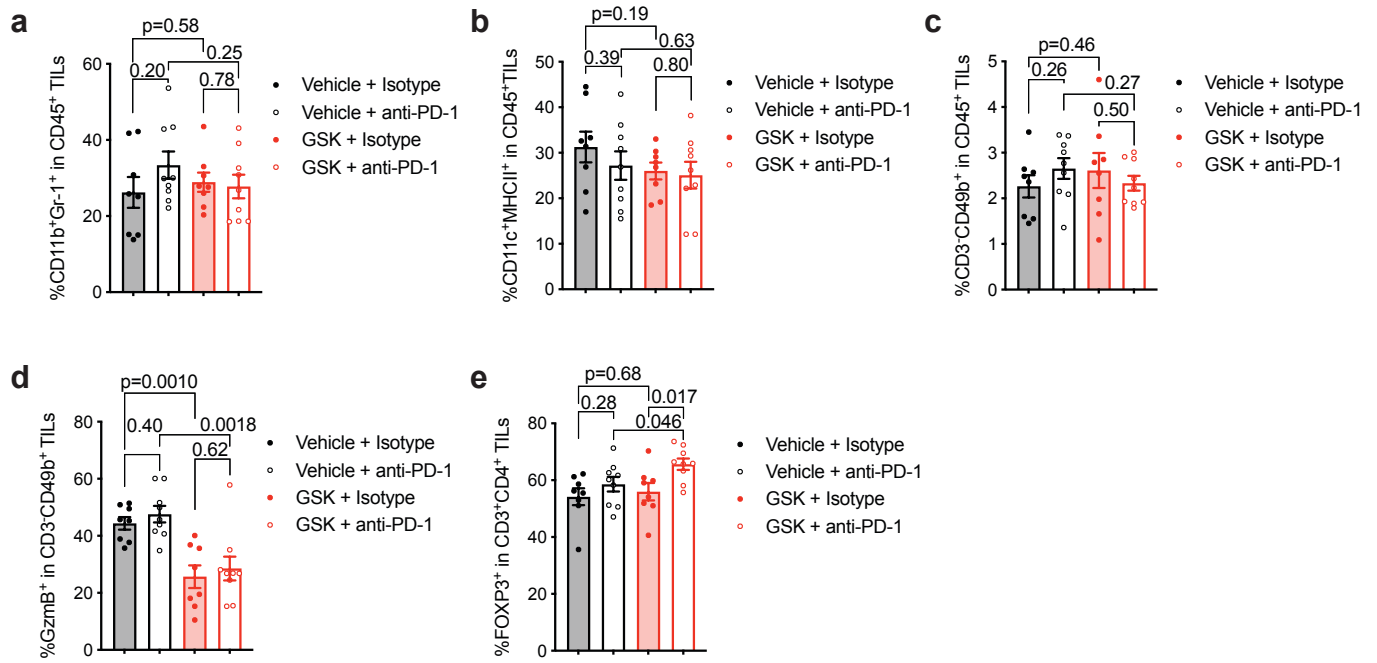

### Supplementary Fig. 12 The effect of GSK2879552 on tumor-infiltrating immune cells.

**a-c**, Percentages of tumor infiltrating CD11b<sup>+</sup>Gr1<sup>+</sup> MDSCs (**a**), CD11c<sup>+</sup>MHC-II<sup>+</sup> DCs (**b**) and CD3<sup>+</sup>CD49b<sup>+</sup> NK cells (**c**) among gated CD45<sup>+</sup> leukocytes analyzed by flow cytometry on day 18 after MC38 tumor implantation in wildtype mice receiving GSK2879552 treatment daily and/or anti-PD-1 treatment on day 14 and day 16. **d**, Percentages of GzmB<sup>+</sup> cells in tumor-infiltrating CD3<sup>+</sup>CD49b<sup>+</sup> NK cells. **e**, Percentages of FOXP3<sup>+</sup> cells in CD4<sup>+</sup> TILs. Data represent two independent experiments and are presented as mean  $\pm$  SEM (**a-e**). Vehicle + Isotype, n=8; Vehicle + anti-PD-1, n=9; GSK + Isotype, n=8; GSK + anti-PD-1, n=9 (**a-e**). Statistical significance was determined by two-sided unpaired t test (**a-e**).

Supplementary Table 1

| RT-qPCR primer sequences |                         |                                                            |
|--------------------------|-------------------------|------------------------------------------------------------|
| Target genes             | Primer labels           | Sequences                                                  |
| MuERV-L (MERVL)          | MuERV-L-qPCR-F          | TTTCTCAAGGCCACCAATAGT (cited from Biol Reprod 68(2):651-4) |
|                          | MuERV-L-qPCR-R          | GACACCTTTTTTAACCTATGCGAGCT                                 |
| mouse Line1              | m-Line1-qPCR-F          | TTTGGGACACAATGAAAGCA (cited from Nature 463, 237-240)      |
|                          | m-Line1-qPCR-R          | CTGCCGTCTACTCCTTGG                                         |
| mouse IFN- $\alpha$ 1    | m-IFN $\alpha$ 1-qPCR-F | CGGTGCTGAGCTACTGGC                                         |
|                          | m-IFN $\alpha$ 1-qPCR-R | TTTGTACCAGGAGTGTCAAGG                                      |
| mouse IFN- $\beta$       | m-IFN $\beta$ -qPCR-F   | GGTGGAATGAGACTATTGTTG                                      |
|                          | m-IFN $\beta$ -qPCR-R   | AGGACATCTCCACGTC                                           |
| mouse ISG15              | m-ISG15-qPCR-F1         | GGTGTCCGTGACTAACTCCAT                                      |
|                          | m-ISG15-qPCR-R1         | TGGAAAGGGTAAGACCGTCCT                                      |
| mouse OASL               | m-OASL-qPCR-F1          | CAGGAGCTGTACGGCTTCC                                        |
|                          | m-OASL-qPCR-R1          | CCTACCTTGAGTACCTTGAGCAC                                    |
| mouse GAPDH              | m-GAPDH-qPCR-F          | TGACCTCAACTACATGGTCTACA                                    |
|                          | m-GAPDH-qPCR-R          | CTTCCCATTCTCGGCCTTG                                        |

| CRISPR gRNA sequences |                      |                 |
|-----------------------|----------------------|-----------------|
| Target genes          | Sequences            | Target location |
| mouse <i>Lsd1</i>     | CCTGAGAGGTCATTCGGTCA | exon 3          |
| mouse <i>B2m</i>      | CTGGTGCTTGTCTCACTGAC | exon 1          |

# Supplementary material for: LSD1 inhibition sustains T cell invigoration with a durable response to PD-1 blockade
**Source:** Nat Commun. 2021 Nov 24;12:6831. doi: 10.1038/s41467-021-27179-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Title: Supplementary Data 1:

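Supplementary Data 1 lists, for each gene, the mean RPKM and mean raw count of each group, the fold change of KO over WT cells from DESeq2, and its p-value before and after adjustment. RPKM is a count divided by gene length and library size. Of the 753 genes called with edgeR's quasi-likelihood test, 730 are among the 1999 genes of this list that were read.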

Description: RNA-seq analysis showing differential gene expression of MC38 tumor-infiltrating CD8<sup>+</sup>CD44<sup>+</sup>PD1<sup>+</sup> T cells lacking LSD1 versus wildtype counterparts.

# Supplementary material for: LSD1 inhibition sustains T cell invigoration with a durable response to PD-1 blockade
**Source:** Nat Commun. 2021 Nov 24;12:6831. doi: 10.1038/s41467-021-27179-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow data were acquired using FACSDiva 8.0.1 (BD Pharmingen). RNA-seq data were collected on a NextSeq500 (Illumina).

Data analysis

For RNA-seq:

The software STAR (version 2.4.0e) was used to generate genome indices for mouse reference genome (GRCm38/mm10, December 2011), with two particular specifications including gene annotations, i.e., GENCODE (vM23, September 2019), and exon-exon junctions, i.e., 35 nucleotides used in constructing the splice junctions database. Next, the high quality paired-end RNA-seq reads were aligned to mouse reference genome, and the consequence of alignment served as the input for featureCounts (version 1.5.0) to quantify raw read counts for 55,385 annotated genes, including 21,856 protein-coding genes. Moreover, the normalized unit of reads per kilobase per million mapped reads (RPKM) was generated for every gene annotated in GENCODE, in order to fit the primary request of principle component analysis (PCA). The R function prcomp was used to perform PCA by using the genes having RPKM  $\geq 1$  in at least two samples, and the returned two vectors were used as coordinates to make a scatter plot in a 2-dimensional plane.

We used R package DESeq2 (version 1.14.1) to identify differentially expressed (DEX) genes between WT and KO. The raw read count per gene served as the input for DESeq2. The GC content correction from CQN package was incorporated to DESeq2. Since four samples were collected in either condition, they were treated as biological replicates to improve the reliability of DEX genes identification. Statistical tests for differential expression were based on a model using the negative binomial distribution. The reported statistical significances were corrected for multiple testing using the Benjamini-Hochberg procedure with a false discovery rate less than 0.01. In addition, to be called DEX genes we required the fold change  $> 1.5$ . The up- and down-regulated genes in KO condition were separately queried to Gene Ontology Consortium for gene ontology enrichment assessment, including biological process (BP), molecular function (MF), and cellular component (CC). Moreover, we utilized the software GSEA (version 4.0.3) to survey the statistically significant concordant differences between KO and WT by using the normalized gene RPKM values, and consequently compared the KO up-regulated gene sets to "C7: immunologic signatures" to explore any overrepresented functional term.

For other data analysis:

Statistical analyses were performed using GraphPad Prism 8 software and statistical significance was determined by  $p < 0.05$ . An unpaired

Student's t test was used for comparisons between two groups and a two-way ANOVA was used for multiple comparisons of tumor growth. For comparing mouse survival curves, a Log-rank (Mantel-Cox) test was used.

For flow cytometry data:

FlowJo 10.4 is used for data analysis and graph generation.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data are deposited at the Gene Expression Omnibus (GEO) under the accession code GSE147130 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147130>). The previously published ChIP-seq data are accessible with the code GSE73240 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73240>). The remaining data of this study are available within the article, Supplementary information files or Source Data files (including raw data and uncropped blot scans).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Group sizes for mouse experiments were determined empirically based upon prior knowledge of the intra-group variation of tumor growth and drug treatment. We used different sample size for different tumor models and different types of experiments, based previously published work (PMIDs: 33687985, 30778252, 28723893, 30559380, 30728504). For in vitro experiments (TCF1 Luciferase reporter assay, qPCR analysis), sample sizes were determined empirically based on previous publications or protocols (PMIDs: 33687985, 30894540).                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | Replicates were used in experiments as noted in figure legends. Experiments presented for which replication was attempted were successfully replicated.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | Age and sex-matched mice were used for in vivo experiments. Mice were randomized prior to any treatment. For other in vitro randomization (reporter assay, in vitro splenocytes stimulation etc), samples were randomized for transfection or inhibitor treatment and no bias was introduced.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | For experiments with animals, mice were randomly assigned to separate cages for different treatments or injections. The investigators were not blinded when performing the experiments for cage labeling and staffing needs. Since a number of procedures (including cell line injections, drug administrations, tumor measurements, tumor collections) were involved in the experiments, it is crucial to keep cage and animals properly labeled or tagged. It is not feasible to blind due to the complexity of the experiments and limited number of researchers. Even though blinding is technically impossible during many of the procedures, researchers were blinded during final step data collection and analysis. Each mouse was assigned an ID to ensure blinding and all analyses on the data was done in a blinded manner. The data acquiring process and analysis (including tumor measurements, flow cytometry analysis etc) is a consistent and objective process and no personal bias is introduced. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

SIINFEKL H-2Kb Tetramer (NIH Tetramer Core Facility); LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (ThermoFisher Scientific, L10119); IgG2a isotype control (clone 2A3, BioXCell, BE0089); anti-PD-1 (BioXCell, clone 29F.1A12, BE0273); CD45.2, BV421 (clone 104, BioLegend, Cat#109831); CD45.2, PE (clone 104, BioLegend, Cat#109807); CD45.1, FITC (clone A20, BioLegend, Cat#110705); CD3e, BV510 (clone 145-2C11, BioLegend, Cat#100353); TCRb, BV510 (clone H57-587, BioLegend, Cat#109233); CD4, APC (clone RM4-5, BioLegend, Cat#100516); CD8b, APC/Cy7 (clone YTS156.7.7, BioLegend, Cat#126619); CD8b, PE (clone YTS156.7.7, BioLegend, Cat#126607); CD8a, BV605 (clone 53-6.7, BioLegend, Cat#100743); CD8a, BV510 (clone 53-6.7, BioLegend, Cat#100751); Foxp3, PE (clone FJK-16s, ThermoFisher Scientific, Cat#12-5773-82); Granzyme-B, FITC (clone GB11, BioLegend, Cat#515403); Ki-67, PercCP-Cy5.5 (clone B56, BD Biosciences, Cat#561284); CD44, FITC (clone IM7, BioLegend, Cat#103005); CD62L, BV510 (clone MEL-14, BioLegend, Cat#104441); CD62L, PE (clone MEL-14, BioLegend, Cat#104407); CD16/32 (clone 93, BioLegend, Cat#101320); 7-AAD viability staining solution (BioLegend, Cat#420404); CD11b, BV605 (clone M1/70, BioLegend, Cat#101237); Gr-1, APC-Cy7 (clone RB6-8C5, BioLegend, Cat#108423); TNFa, FITC (clone MP6-XT22, BioLegend, Cat#506303); IL-2, PerCP-Cy5.5 (clone JES6-5H4, BioLegend, Cat#503821); IFN-g, PE (clone XMG1.2, BioLegend, Cat#104407); PD-1, PE-Cy7 (29F.1A12, BioLegend, Cat#135215); Tim-3, PE (RMT3-23, BioLegend, Cat#119703); Tim-3, APC (RMT3-23, BioLegend, Cat#119705); TCF1/TCF7, AF647 (C63D9, CST, Cat#6709S); CD127, PE-Cy7 (A7R34, BioLegend, Cat#135013); CD127, FITC (A7R34, BioLegend, Cat#135007); TOX, PE (TXRX10, eBiosciences, Cat#12-6502-80); Slamf6, PE (clone 13G3, eBiosciences, Cat#12-1508-80).

## Validation

Validation is present on the manufacturer's website as noted in the Methods section. All the information about the validation data can be found using the clone number, catalogue number and supplier name shown as above. Our flow cytometry data are also consistent with the data shown on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

MC38 cell line was a gift from Arlene Sharpe, B16/F10 is a gift from David Fisher. Both cell lines were originally purchased from ATCC. MC38-Ova cell line was a gift from Ana Anderson. B16-OVA cell line was a gift from Nick Haining. HEK293T and TRAMP-C2 cell line were purchased from ATCC.

## Authentication

None of these cell lines were authenticated after being received.

## Mycoplasma contamination

All cell lines were confirmed negative for mycoplasma using a ATCC kit.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

6~10-week old mice were used for all experiments. Wildtype C57BL/6 mice were purchased from The Jackson Laboratory. Cd4-Cre transgenic mice (purchased from The Jackson Laboratory, stock #017336) were crossed with Lsd1 floxed mice (gifts from Dr. Stuart Orkin at Boston Children's Hospital) to generate Cd4-Cre+Lsd1f/f knockout mice and Lsd1f/f littermate control mice. Immunodeficient TCRa knockout mice were originally purchased from The Jackson Laboratory (stock #002116) and bred in-house. CD45.1+ congenic mice (strain B6.SJL-PtprcaPepcb/BoyJ) were purchased from The Jackson Laboratory. Animals are housed with a 12 hr light/12hr dark cycle, 74 (+/-3) °F and 35-70% (+/-5%) humidity. Male animals were used for TRAMP-C2 related experiments. Female animals were mostly used for other experiments.

## Wild animals

No wild animals were involved.

## Field-collected samples

Study did not involve field-collected samples.

## Ethics oversight

All animal procedures were performed in accordance with animal care guidelines and with the prior approval by the Boston Children's Hospital Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

5x10<sup>5</sup> MC38, B16/F10, B16-OVA or 106 TRAMP-C2 cells were subcutaneously injected into the right flank of individual mouse and tumors were harvested on day 12~22 as indicated after tumor inoculation. Tumors were minced into small pieces and digested in RPMI1640 medium containing 400 U/ml type I collagenase (Worthington Biochemical Corporation, cat#LS004194) and 100 ug/ml DNase I (Sigma-Aldrich, cat#10104159001) for 20 ~ 30 mins at 37 °C. Digested tumor tissue samples were neutralized with R10 medium and then filtered through a 70 uM cell strainer to obtain single cell suspensions. Samples were pelleted and resuspended in 5 ml of 40% Percoll (GE Healthcare, cat#17-0891-01) and underlayered by 3 ml of 70 % Percoll in a 15 ml conical tube. After centrifugation at 2000 rpm for 20 mins with break set at 1, leukocytes were enriched at the interface between 40% and 70% Percoll gradient. Collected leukocytes from the gradient interface were then resuspended in ACK lysis buffer to remove red blood cells and then stained with antibodies against surface markers and intracellular proteins, or SIINFEKL H-2Kb Tetramer (NIH Tetramer Core Facility) as needed. For cytokine staining, leukocytes were first stimulated with 1 uM Ova257-264 peptides (Anaspec, cat#AS-60193-1) or PMA/Ionomycin in the presence of Golgiplug for 4 hours.

Instrument

Stained tumor infiltrating leukocyte (TIL) samples were run on a BD LSR II, FACSymphony or sorted on a BD Aria.

Software

Flow data were acquired by FACSDIVA 8.0.1 (BD Pharmingen) and analyzed by FlowJo 10.4.1.

Cell population abundance

All sorts had a purity > 95%, checked by post-sort re-sampling.

Gating strategy

Gating strategy was summarized in Supplementary Fig. 10a and gates were drawn based on single-stain and unstained control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

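The data are RNA-seq gene counts of CD8+CD44+PD-1+ TILs sorted from MC38 tumors of 4 WT and 4 KO samples. The authors aligned paired reads with STAR to GRCm38, counted them with featureCounts on GENCODE genes and deposited raw counts per gene in one table, without normalization or pooling of samples. The authors tested these counts with DESeq2 after a GC content correction with CQN, which was not used here. The columns were assigned to WT or KO by the sample names S1 to S8 of Supplementary Fig. 10b. They could not be matched to replicate numbers. All 8 columns were used.

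Gene names, types, coordinates, exon lengths and GC content came from GENCODE M21 on GRCm38, which matched 55154 of the 55335 gene IDs without their version. The authors used a later release of GENCODE on the same build. Library totals ranged from 11657807 to 30295406 counts, and 3 counts correspond to 0.106 to 0.25 CPM. Counting intervals and floors cover counting error only, since PCR copies are not independent molecules.

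The main comparison used edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors, estimateDisp, glmQLFit and glmQLFTest, without covariates. Genes were called at a fold change above 1.5 and a Benjamini-Hochberg adjusted p under 0.01 over 15378 genes. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the quasi-likelihood F. Values of single genes were compared with exact two-sided permutation tests over the 70 arrangements of 4 against 4 samples, on log2 CPM with a prior count of 2. The fit was tested on 5 simulated data sets drawn from the real means, dispersions and library sizes with 200 genes changed in each. It recovered 71% to 82% of the changed genes with 2 to 5 false calls, gave at most 1 call when no gene was changed, and gave the wrong sign to 1 changed gene. Changes were placed only in genes above a set mean count, at fold changes larger than the threshold of 1.5. The recovery therefore does not hold for low-count genes or for changes near the threshold.

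The genes named in the text were fixed before the data were examined as the genes named in the RNA-seq results or labeled in Fig. 6a, *Kdm1a*, genes whose protein the paper measured or names, and the 5 highest and 5 lowest log2 fold changes among called genes whose samples do not overlap between groups and whose mean log2 CPM is above 2. *Gm26917*, *Luzp1*, *Gm49751*, *Cd4*, *Klrb1c*, *Eomes* and *Ddx3y* were named after their values were seen. Of 36 genes on the part of the list written out by name, 35 were tested and *Ly6c1* fell under the filter. Adjusted over the list alone, 32 of the 35 had an adjusted p under 0.01, against 27 over all genes. Most of the list are the paper's own calls on these data, so the count over the list alone shows no stability. Among the named genes, annotated genes that overlap them held 21.3% as many counts as *Ifng* (*Gm49751*, same strand), 5.73% as many as *Icos*, 4.16% as many as *Kdm1a* besides *Luzp1*, 3.6% as many as *Il2ra* and 3.15% as many as *Tcf7*. The overlap of exons was not computed.

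Alternatives were other scaling (DESeq2 size factors, upper quartile, library size alone), other filters, DESeq2 1.42.0 with and without shrunken fold changes, edgeR's likelihood ratio and glmTreat tests, an adjusted p threshold of 0.05, GC content offsets from a smooth fit per sample (mgcv 1.9.3), protein-coding genes only, and leaving out each sample. They were listed before the data were examined. A fit with the myeloid marker score as a covariate, one without the 10 genes with the most counts and a PCA on untransformed RPKM were added after seeing the data. The Reactome sets came with fgsea 1.28.0. Of its Immune System entries, the largest was used, chosen by its size. GO terms, the C7 gene sets and the TCF1 ChIP-seq data were not used here. The list of marker genes of other cell types was written before the counts were examined, after the GO terms of Supplementary Fig. 10c had been read.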

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

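The test of the genes with the most counts was chosen only after the result was seen.

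The myeloid marker score, the mean log2 CPM over 17 genes typical of macrophages and antigen-presenting cells, differed by -2.441 between KO and WT samples. The markers lie outside the genes the paper discusses. The score was 4.54, 4.76, 6.05 and 5.03 in S1 to S4 and 2.93, 3.12, 2.36 and 2.2 in S5 to S8 (exact permutation test, two-sided, p = 0.0286, 0.103 after Benjamini-Hochberg adjustment over 9 marker sets, which a single set cannot bring under 0.05 in this design). Of the 17 markers, 14 were called lower and 15 were lower in every KO than in every WT sample. *Cd68*, *Itgam* and *Cd74* were not called. Within a genotype the markers rose and fell together, with a mean pairwise correlation of 0.578 against at most 0.259 in 10000 random lists matched on expression. These tests are in line with RNA from other cells in the sorted samples, more of it in the WT samples. Each WT sample combined 2 mice and each KO sample came from 1, so a difference in sorting or pooling cannot be told apart from the genotype, and no biological explanation was separated from it.

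The higher genes *Trpm6*, *Cd109*, *Stac2* and *Msrb3* had log2 fold changes of 6.65, 5.80, 5.06 and 4.65, and the paper does not discuss them. Of the lower genes it does not discuss, *2900026A02Rik*, *C1qa*, *Cd93*, *C1qc* and *Sh3pxd2b* had log2 fold changes of -4.25, -3.93, -3.84, -3.68 and -3.62. *C1qa* and *C1qc* are myeloid markers. Of the other 3 lower genes, 0 had a correlation above 0.7 with the myeloid marker score within a genotype, the level set for RNA from other cells (myeloid cells) in the sorted wildtype samples. Their correlations were 0.57 for *2900026A02Rik*, 0.48 for *Cd93* and 0.65 for *Sh3pxd2b*, over the 8 samples and without a test of single genes. KO counts were low, at 7 to 40 for *Cd93* and 20 to 23 for *Sh3pxd2b*. With so few samples and counts, missing this level cannot exclude RNA from myeloid cells for these 3 genes. No technical explanation specific to the 4 higher genes was tested. Over the called genes as a whole, library size and GC content did not account for the number of calls. Thinning every sample to 11657807 counts gave a median of 773 calls over 10 draws, and GC content offsets gave 748, against 753. Leaving out the 10 genes with the most counts gave 763, but hardly moved any fold change of a named gene, so this test alone cannot decide. The share of these 10 genes overlapped between groups, at 23.6% to 29.5% in WT and 22.4% to 29.3% in KO samples. A difference in that share would move all other genes in one direction. The calls went both ways, with 447 higher and 306 lower, and 429 and 324 with library size alone. These values argue against these genes as the source of the calls as a set.

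A sample stood apart from the other 3 of its group in 9 of 95 groups tested, against 4.8 expected by chance at 1 in 20. The gap to the nearest sample, as a share of the group's range, was 0.972 for *Ccl3* in S4, 0.831 for *Notch1* in S1, 0.877 for *Csf1* in S8, 0.849 for *Tnfsf14* in S6, 0.91 for *Bcl2l11* in S6, 0.855 for *Gzmb* in S5, 0.869 for *Ifng* in S4, 0.875 for *Ly6c2* in S5 and 0.83 for the first principal component in S8. In S4, a WT sample, *Ccl3* was at a log2 CPM of 7.24 against 6.24 to 6.27 in the other WT samples, and *Ifng* at 8.83 against 8.12 to 8.21. In S5, *Gzmb* was at 9.85 against 10.51 to 10.63 in the other KO samples, and *Ly6c2* at 7.62 against 8.74 to 8.9. No library batch is given for these samples, and no explanation of the single samples was tested.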

How the results depend on the processing

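The fits with the myeloid marker score as a covariate and without the 10 genes with the most counts, and the principal components of untransformed RPKM, were chosen after seeing the data. The other alternatives were listed before the data were examined.

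Against 447 higher and 306 lower genes, the counts stayed within 1.5 times with DESeq2 size factors (453 and 303), upper-quartile scaling (426 and 324), library size alone (429 and 324), at least 10 counts in every sample (429 and 241), shrunken DESeq2 (577 and 431), GC content offsets (456 and 292), protein-coding genes only (440 and 299) and without the 10 genes with the most counts (456 and 307). Testing against a fold change of 1.5 with glmTreat gave 165 and 130, and an adjusted p under 0.05 gave 695 and 551. For the lower genes the count also moved to 531 without a low-count filter, 461 with unshrunken DESeq2 and 481 with edgeR's likelihood ratio test. The higher genes under these 3 settings numbered 642, 617 and 617. The cause was not tested in full. Without a filter, 628 of the 642 higher and 492 of the 531 lower calls were among genes that also pass filterByExpr. In that fit, edgeR's prior degrees of freedom became infinite, and the dispersion used for *Ccl4* was 0.67 in place of 2.74, against its own 5.5, so p-values of that fit hardly reflect the spread of a gene's own replicates. Across the 8 fits that each left out one sample, there were 347 to 452 higher and 199 to 303 lower genes. With the myeloid marker score as a covariate, 28 higher and 1 lower genes were called. The score correlates with genotype at -0.928 over the 8 samples, so this fit has little power to separate them.

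The Reactome Immune System pathway kept its direction and its side of 0.05 under both alternatives run, with odds ratios of 1.99 and 2.07 among lower genes and 1.30 and 1.18 among higher genes. Neither alternative was made to leave out the myeloid marker genes. The myeloid marker score difference stayed between -2.62 and -2.12 across the fits that each left out one sample, and was -2.46 with library size alone and -2.44 with DESeq2 size factors. The share of the first principal component, 39.8% of the variance, was 34.4% with a pseudocount of 0.1, 69.2% on untransformed CPM, 42.4% over genes with at least 1 CPM in all samples, 29.3% with scaled genes, 28.5% on log2(RPKM + 1), 44.4% on untransformed RPKM, and 40.6% to 43.3% with one sample left out. These are set against the SD of 0.91 over the sets with one sample left out, and the cause was not tested.

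Of the 44 named genes, 36 kept their direction and stayed called or uncalled under each alternative run for single genes out of those listed in advance, and none reversed. The glmTreat test and the adjusted p threshold of 0.05 were run for the counts of genes only. Uncalled genes sometimes passed one threshold alone, as *Kdm1a* did with an adjusted p of 0.00399 in unshrunken DESeq2, within a range up to 0.0578, and *Tcf7* with one of 0.000774 in the fit without a filter, within a range up to 0.231. The other 8 changed in 22 values that were weaker and 10 that were stronger, among 785 values of the 44 genes. *Ccl4* passed the thresholds in 6 of 18 fits, including the likelihood ratio test (adjusted p = 0.00125), over a range of adjusted p from 6.77e-13, in the fit without a filter, to 0.0558. With the myeloid marker score as a covariate, *Cxcl9* reversed to a log2 fold change of 1.43, *Pdcd1* to 0.017, *Gzmb* to -0.14 and *C1qc* to 0.52, and 29 genes were weaker. Their standard errors grew too, to 0.76 for *Cxcl9* and 0.46 for *Pdcd1*.

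As many calls as the true grouping came from 1 of the 35 splits of the 8 samples into 4 and 4, the true one. At most 0 calls came from any other split, with 193 to 1424 genes at an unadjusted p under 0.05 against 3774 in the true one, a comparison added after seeing the data. 

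No paired analysis was possible because the columns carry no replicate numbers, so the replicate block, alone and with GC content offsets, and the Reactome test on its calls were not run. Genes with a sample under 10 counts have no value under that filter. At this depth, genes under 0.25 CPM cannot be compared.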

Differences from the paper's values

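The paper's 561 higher and 351 lower genes differ from the 447 and 306 called here by less than 1.5 times. Of 40 named genes with a log2 fold change in Supplementary Data 1, 23 differed from the paper's value by more than the standard error, and 0 had the opposite sign.

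None of the alternatives set before the data were examined closed the gap, judged by the standard error of that alternative, for *Tnfrsf8* (4.07 against the paper's 3.46), *Sox4* (4.92 against the paper's 3.66), *Cd109* (5.80 against the paper's 4.34), *Msrb3* (4.65 against the paper's 3.22), *2900026A02Rik* (-4.25 against the paper's -3.11), *C1qa* (-3.93 against the paper's -2.93) and *Sh3pxd2b* (-3.62 against the paper's -2.11). With shrunken DESeq2, *Tnfrsf8* was 3.19, *Sox4* was 2.78, *Cd109* was 3.12, *Msrb3* was 2.39, *2900026A02Rik* was -2.75 and *C1qa* was -2.38, past the paper's value on the other side. For *Tnfrsf8*, that value lay within the main standard error of 0.33 of the paper's value, but not within the smaller one of 0.26 with shrunken DESeq2. *Gzmg* had 0 counts in every KO sample, and its WT mean was at least 45.5 times what 3 counts can show there. Its estimate of -10.51, against the paper's -2.88, has no fixed size because of these 0 counts, and shrunken DESeq2 gave -1.32, on the other side of the paper's value.

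Only shrunken DESeq2 closed the gap, among the alternatives set before the data were examined, for *Gzmc* (-2.65 against the paper's -2.07), *Gzmd* (-3.25 against the paper's -1.94), *Gzme* (-2.48 against the paper's -1.96), *Trpm6* (6.65 against the paper's 1.07), *Stac2* (5.06 against the paper's 4.27), *Cd93* (-3.84 against the paper's -2.30) and *C1qc* (-3.68 against the paper's -1.60).

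For the remaining genes, the difference lay within the standard error under the alternatives named and under no other set before the data were examined. *Cd40lg* was 2.42 against the paper's 2.06, and moved to within its standard error of 0.33 of the paper's value under shrunken DESeq2 and GC content offsets and with S2, S4 or S6 left out. For *Cd40lg*, the difference under no low-count filter and edgeR's likelihood ratio test and with S3 or S5 left out lay within the error there only because that standard error was larger. *Notch1* was 0.77 against the paper's 0.65, and moved to within its standard error of 0.09 of the paper's value with S2 left out. For *Notch1*, the difference with S3 left out lay within the error there only because that standard error was larger. *Icos* was 0.86 against the paper's 0.99, and moved to within its standard error of 0.11 of the paper's value with S1 or S8 left out. *Il2ra* was 0.80 against the paper's 0.69, and moved to within its standard error of 0.11 of the paper's value under upper-quartile scaling, library size alone, shrunken DESeq2 and GC content offsets and with S1, S2, S3, S7 or S8 left out. For *Il2ra*, the difference under edgeR's likelihood ratio test lay within the error there only because that standard error was larger. *Slamf6* was 1.51 against the paper's 1.27, and moved to within its standard error of 0.17 of the paper's value under shrunken DESeq2 and with S1, S4 or S8 left out. *Gzmf* was -1.38 against the paper's -1.10, and moved to within its standard error of 0.24 of the paper's value under shrunken DESeq2 and with S2, S3 or S8 left out. For *Gzmf*, the difference under unshrunken DESeq2 lay within the error there only because that standard error was larger. *Cxcl9* was -2.10 against the paper's -1.30, and moved to within its standard error of 0.48 of the paper's value under shrunken DESeq2 and with S3 left out. *Havcr2* was 1.08 against the paper's 1.25, and moved to within its standard error of 0.14 of the paper's value with S4 or S8 left out. 

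The paper states that *Ccl4* was induced, and here its log2 fold change of 0.92 had an adjusted p of 0.0125 from edgeR's quasi-likelihood test. It passed both thresholds without a low-count filter, with at least 10 counts in every sample, with the likelihood ratio test, over protein-coding genes only, and with S4 or S5 left out. The paper shows enriched immune pathways among higher genes in Supplementary Fig. 10c, and the Reactome Immune System pathway among higher genes had a one-sided Fisher's exact p of 0.0943. GO terms were not used here. The first principal component holds about 46% in Supplementary Fig. 10b, read by eye, against 39.8% here, and untransformed RPKM, a setting chosen after seeing the data, gave 44.4%.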

Other observations

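The tests of fold-change shrinkage and of a mislabeled sample, and the reading of the test on lower genes outside the marker list, were chosen only after the results were seen.

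Outside the marker list, 292 lower genes had a median correlation of 0.162 with the myeloid marker score within a genotype, above 0.037, the 95th percentile of 10000 random lists of uncalled genes matched on expression. The 447 higher genes also lay above their random lists, at 0.087, so this test cannot tell whether the lower genes as a whole may come from myeloid cells in the wildtype samples. A correlation above 0.7 was found in 36 of the lower genes, or 12.3%, against 6.5% of the higher and 3.7% of the uncalled genes. *Cxcl9* had a correlation of 0.86 and *Cxcl10* one of -0.34. Genes are not independent replicates, and correlations of single genes were not tested. *Gzmc*, *Gzmd*, *Gzme*, *Gzmg*, *Tox* and *Bcl2l11* had correlations between -0.15 and 0.21, and *Gzmf* had one of 0.57. *Bcl6* and *Tnfrsf8*, which were higher in KO cells, had correlations of 0.76 and 0.74.

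With a smallest exact p of 0.0286, a single marker set cannot pass 0.05 after adjustment over 9 sets. Natural killer cell markers differed by 1.113 on the log2 scale between KO and WT samples (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.103), as small a p as that of the myeloid markers. Markers of CD4+ T cells differed by 1.392, of B cells by 0.877 and of T cells by -0.218 (exact permutation tests, two-sided, each p = 0.0571, adjusted p = 0.103). *Cd4* was higher in every KO sample, with 87 to 324 counts against 32 to 126 in WT samples (log2 fold change 1.65, adjusted p = 0.0162 from edgeR's quasi-likelihood test). *Klrb1c*, which had at most 84 counts in a sample, was also higher in every KO sample (log2 fold change 3.12, adjusted p = 0.0338). *Eomes*, the other gene tested from that marker set, went the other way (log2 fold change -0.86, adjusted p = 0.0477), so the difference of that set rests on *Klrb1c*. With 233 to 1493 counts in a sample, far above *Klrb1c*, *Eomes* need not mark natural killer cells here. *Cd4*, *Klrb1c* and *Eomes* all missed the adjusted p threshold of 0.01.

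The sex of the mice did not account for the calls. Y-linked genes had at least 509 counts in every sample and did not differ between groups (exact permutation test, two-sided, p = 0.686), *Xist* had at most 19 counts, and 0 of the 8 tested genes on Y were called. *Ddx3y* on Y was nevertheless higher in every KO sample, with an adjusted p of 0.0504 from edgeR's quasi-likelihood test. In *Kdm1a*, 0 KO samples reached the range of the WT samples, which repeats the difference itself and cannot tell whether a sample was mislabeled.

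*Havcr2*, which encodes Tim3, was higher in KO cells, at 373 ± 71.5 CPM (SD, n = 4) against 177 ± 31.2 CPM (SD, n = 4), a log2 fold change of 1.08 (standard error 0.14, adjusted p = 8.57e-05 from edgeR's quasi-likelihood test), in 4 of 4 samples. The paper reports Tim3 protein by flow cytometry within subsets, which were not separated here. *Pdcd1* and *Mki67* had log2 fold changes of -0.33 and -0.12, with adjusted p of 0.239 and 0.508 from the same test. *Ifng* and *Ly6c2* had log2 fold changes of 0.49 and 0.77 with adjusted p of 0.0331 and 0.0186, and their groups overlapped. With S4 left out, *Ifng* passed both thresholds (log2 fold change 0.68, adjusted p = 0.00089 from the same test). *Ly6c2* did so with S5 left out (log2 fold change 0.99, adjusted p = 3.12e-05 from the same test). With other single samples left out, their adjusted p reached 0.116 and 0.0715. *Ifng* overlaps *Gm49751* on the same strand, which had 10966 counts against 51408.

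The fold changes in Supplementary Data 1 were smaller than those from edgeR in 656 of 730 called genes. A candidate explanation is the shrinkage of fold changes that DESeq2 applied by default in the version the paper used. With DESeq2 fold changes shrunken that way, the median absolute difference from the paper's log2 fold changes fell to 0.09, from 0.196 with edgeR and 0.199 with unshrunken DESeq2. The paper's values were then smaller in 414 of the 730 genes. The GC correction with CQN was not tested.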
